# Palovarotene Action Against Heterotopic Ossification Includes a Reduction of Local Participating Activin A‐Expressing Cell Populations

**DOI:** 10.1002/jbm4.10821

**Published:** 2023-10-19

**Authors:** Christina Mundy, Lutian Yao, Kelly A. Shaughnessy, Cheri Saunders, Eileen M. Shore, Eiki Koyama, Maurizio Pacifici

**Keywords:** ACTIVIN A, ENDOCHONDRAL OSSIFICATION, FIBRODYSPLASIA OSSIFICANS PROGRESSIVA, HETEROTOPIC OSSIFICATION, PALOVAROTENE, PROGENITOR CELLS, RETINOID AGONISTS

## Abstract

Heterotopic ossification (HO) consists of extraskeletal bone formation. One form of HO is acquired and instigated by traumas or surgery, and another form is genetic and characterizes fibrodysplasia ossificans progressiva (FOP). Recently, we and others showed that activin A promotes both acquired and genetic HO, and in previous studies we found that the retinoid agonist palovarotene inhibits both HO forms in mice. Here, we asked whether palovarotene's action against HO may include an interference with endogenous activin A expression and/or function. Using a standard mouse model of acquired HO, we found that activin A and its encoding RNA (*Inhba*) were prominent in chondrogenic cells within developing HO masses in untreated mice. Single‐cell RNAseq (scRNAseq) assays verified that *Inhba* expression characterized chondroprogenitors and chondrocytes in untreated HO, in addition to its expected expression in inflammatory cells and macrophages. Palovarotene administration (4 mg/kg/d/gavage) caused a sharp inhibition of both HO and amounts of activin A and *Inhba* transcripts. Bioinformatic analyses of scRNAseq data sets indicated that the drug had reduced interactions and cross‐talk among local cell populations. To determine if palovarotene inhibited *Inhba* expression directly, we assayed primary chondrocyte cultures. Drug treatment inhibited their cartilaginous phenotype but not *Inhba* expression. Our data reveal that palovarotene markedly reduces the number of local *Inhba*‐expressing HO‐forming cell populations. The data broaden the spectrum of HO culprits against which palovarotene acts, accounting for its therapeutic effectiveness. © 2023 The Authors. *JBMR Plus* published by Wiley Periodicals LLC on behalf of American Society for Bone and Mineral Research.

## Introduction

Heterotopic ossification (HO) consists of de novo formation and local accumulation of extraskeletal bone—usually endochondral in origin—in affected anatomical sites at the expense and damage of resident structures, including muscles and connective tissues.^(^ ^1^, ^2^ ^)^ One common form of HO is acquired, often provoked by invasive surgery, deep burns, or spinal cord injury, and can limit physical activity and mobility over time and can be painful.^(^ ^2^, ^3^, ^4^ ^)^ A rare and very severe form of HO is the genetic condition fibrodysplasia ossificans progressiva (FOP), which is caused by a gain‐of‐function mutation in the type 1 bone morphogenetic protein (BMP) receptor ALK2 encoded by *ACVR1*, hampering health and body function markedly and often leading to premature death.^(^ ^5^, ^6^, ^7^ ^)^ The exact sequences of cellular and molecular steps and mechanisms leading to onset and progression of acquired and genetic HO remain to be fully grasped and understood, but general principles have emerged and are widely acknowledged.^(^ ^2^ ^)^ Thus, a physical insult in acquired HO or a spontaneous trigger (or injury) in genetic HO would result in local inflammation, followed by mobilization of local progenitor stem cells or recruitment from surrounding sources, intervention of skeletogenic cues and factors, commitment of progenitors, and finally chondrogenesis and osteogenesis.^(^ ^2^, ^8^, ^9^, ^10^ ^)^ Despite their pathological origin, the resulting HO masses are composed of seemingly normal endochondral bone, are not tumorigenic, and expand until they come to a rest, but as indicated above, can inflict a great deal of damage, pain, and physical limitations. At present, acquired HO is clinically treated by radiotherapy and/or surgical resection, but surgery cannot be used if the HO mass is difficult to reach.^(^ ^11^, ^12^ ^)^ In addition, surgery to remove acquired HO can at times trigger another round of HO, and some patients are prone to recurrent HO episodes after surgery, rendering the clinical management of acquired HO difficult.^(^ ^2^ ^)^ HO in FOP patients is wholly inoperable because the disease is reactive and surgery leads to rapid and more severe HO.^(^ ^13^ ^)^ In sum, both acquired and genetic HO persist as challenges for both patients and clinicians.

Palovarotene is a synthetic industry‐made retinoic acid receptor γ (RARγ) agonist drug that has recently been approved for treatment of genetic HO in FOP patients by HealthCanada.^(^ ^14^ ^)^ We originally conceived the idea to use palovarotene against genetic as well as acquired HO^(^ ^15^ ^)^ based on previous findings from laboratories including ours that retinoid agonists are powerful inhibitors of chondrogenesis,^(^ ^16^, ^17^ ^)^ the first overt cell differentiation phase in HO development as indicated above. The three nuclear RAR family members—RARα, RARβ, and RARγ—are expressed in specific spatiotemporal patterns, regulate multiple developmental and physiological processes, and can cause disorders when misexpressed or mutated.^(^ ^18^, ^19^ ^)^ The RARs act as transcriptional activators when bound to retinoic acid response elements (RARE) on target genes together with endogenous physiologic ligands such as all‐*trans* retinoic acid (RA), 9‐*cis*‐RA or 13‐*cis*‐RA,^(^ ^20^, ^21^ ^)^ or to synthetic retinoid agonists such as palovarotene.^(^ ^22^ ^)^ In cells lacking endogenous natural retinoids or that are rich in cytoplasmic retinoid‐catabolizing enzymes such as CYP26 members,^(^ ^23^ ^)^ the unliganded RARs also interact with RAREs on target genes but exert transcriptional repressor function.^(^ ^24^ ^)^ Transcriptional activation and repression by RARs are fundamentally important for, and relevant to, many and diverse processes.^(^ ^21^ ^)^ Indeed, Underhill and colleagues first reported that chondrogenesis normally requires unliganded RAR repressor function and that retinoid agonists undermine this requirement and inhibit cartilage differentiation by blocking key pro‐chondrogenic pathways such as canonical pSMAD1/5/8‐mediated BMP signaling.^(^ ^25^, ^26^ ^)^ Because BMP signaling and chondrogenesis are required for HO development, the inhibition of both processes by retinoid agonists such as palovarotene accounts for the drug's anti‐HO therapeutic effectiveness.^(^ ^15^ ^)^

An important and unanticipated step that advanced understanding of HO pathogenesis was provided by recent studies revealing that the transforming growth factor β (TGF β) superfamily member activin A also has an important role in genetic HO formation.^(^ ^27^, ^28^ ^)^ Activin A is encoded by *Inhba* and mainly signals via pSMAD2/3 through ALK4 and ALK7.^(^ ^29^ ^)^ In FOP, however, mutant ALK2^R206H^ was found to respond to activin A and signal through the canonical BMP pSMAD1/5/8 pathway, eliciting a chondrogenic stimulus.^(^ ^27^, ^28^ ^)^ These important findings have led to an ongoing phase 2 clinical trial with FOP patients treated with systemic administration of an activin A neutralizing monoclonal antibody (ClinicalTrials.gov, NCT0594116). In a recent study, we discovered in mouse models that activin A is needed for acquired HO formation as well,^(^ ^30^ ^)^ exerting a chondrogenic signal through its normal pSMAD2/3 pathway shared by TGFβ members that are also notorious for their chondrogenic action.^(^ ^31^ ^)^ The data suggested that activin A is a potential therapeutic target for acquired HO as well as in FOP. Despite these felicitous and promising therapeutic advances, much remains unclear about how the anti‐activin A immunotherapy and the palovarotene pharmacologic therapy dampen HO formation. In principle, these and other HO treatments under study^(^ ^32^ ^)^ could act in entirely distinct manners against HO pathogenesis and specifically by the means they were conceived for. Alternatively, they could intersect and converge on shared culprits at some point during their anti‐HO action. To begin to tackle this important and therapeutically relevant question, we specifically investigated whether palovarotene intersected with activin A to inhibit its expression and/or action. Our data reveal that palovarotene administration markedly reduced the number of activin A‐producing/*Inhba*‐expressing cell populations present at sites of acquired HO development, expanding the drug's spectrum of action against HO and accounting for its therapeutic potency.

## Materials and Methods

### Ethics statement regarding mouse studies

All mouse studies were conducted after review and approval by the Institutional Animal Care and Use Committee (IACUC) at the Children's Hospital of Philadelphia. All animals were handled, treated, and cared for according to the approved protocol, and all procedures fully complied with the ARRIVE guidelines. CD‐1 mice were obtained from Charles River Laboratories (Wilmington, MA, USA).

### HO mouse model

Standard subcutaneous model of HO was used that we and others have shown to be effective, mild, and noninvasive previously. Briefly, growth factor‐reduced, phenol red‐free Matrigel (Corning, Corning, NY, USA) was mixed with rhBMP‐2 (0.25 μg) (GenScript Biotech Corp., Piscataway, NJ, USA) per 250 μL. Matrigel alone and Matrigel containing rhBMP‐2 were prepared on ice, and 250 μL was injected at two ventral subcutaneous sites in 6‐ to 8‐week‐old CD‐1 female mice. Starting on the day of Matrigel injection, the mice received daily administrations of vehicle or palovarotene (4 mg/kg) (Atomax, Shenzhen, China) via gavage. Female mice were used because they are easier to handle and elicit a consistent HO process indistinguishable from that in males. Control mice injected with Matrigel alone did not receive palovarotene. Subcutaneous implantations were carried out under anesthesia by inhalation of 1.5% isoflurane in 98.5% oxygen as prescribed by IACUC. HO samples were harvested at days 5, 9, and 12, fixed in 4% paraformaldehyde (PFA) overnight, and then processed for histological and immunohistochemical analyses.

### Histochemistry, immunohistochemistry, and RNAscope

Day 5, 9, and 12 HO samples were fixed overnight and then immediately processed without decalcification. Fixed samples were embedded in paraffin, and serial 5.0 μm cross sections were stained with hematoxylin and eosin for routine histology, Safranin O/Fast green to reveal cartilage, and Alizarin red to reveal mineralized matrix. Representative sections were subjected to heat‐antigen retrieval and processed for immunohistochemistry (IHC) using 1:200 dilution of rabbit activin A antibody (Thermo Fisher Scientific, Waltham, MA, USA) at 4°C overnight. Companion sections were incubated with a similar concentration of preimmune rabbit IgG (Cell Signaling, Danvers, MA, USA). After rinsing, sections were reacted with biotinylated secondary antibody, followed by 3,3′‐ diaminobenzidine (DAB) color development. RNAscope in situ hybridization was carried out using RNAscope2.5 HD Detection reagent‐RED (Advanced Cell Diagnostics, Newark, CA, USA) to visualize the spatiotemporal expression of *Sox9* (cat. no. 401051), *Acan* (cat. no. 439101), and *Inhba* (Activin beta‐A) (cat. no. 455871) in day 9 HO masses. Briefly, tissue sections were pretreated with a custom reagent and hybridized with each probe for 2 hours at 40°C in a custom oven. Signal was amplified with pre‐amplifier and multiple amplifier as per manufacturer's protocols, and final signal was detected and visualized by reaction with Fast Red substrate for about 10‐minute incubation at room temperature. Companion sections were hybridized with positive (cat. no. 313911) or negative control probes (cat. no. 310043) to assure signaling specificity. Sections were counterstained with hematoxylin, dried, and sealed with Permount.

Bright‐field images were taken with a Nikon (Tokyo, Japan) Eclipse Ci equipped with a Nikon camera operated with NIS‐Elements software.

### Quantification of histological images

Images of hematoxylin and eosin–stained sections of four randomly selected independent HO masses from different mice were opened in Fiji. Different areas of periphery and center of HO masses were selected for imaging. Cells were counted manually using the cell counter plugin. Positive staining for RNAscope and IHC images was determined using Fiji. Briefly, images were opened and converted to 8‐bit. Different areas within each HO mass were selected from four samples. Thresholding for each area of the mass was consistent. Total area and percent positive area were calculated for each defined area.

### Single‐cell transcriptome analyses

Ectopic tissue masses were harvested on day 5 from initial implantation, minced, and dissociated into single‐cell suspension by treatment with dispase (50 U/mL in Hanks' balanced salt solution) for 2 hours at 30°C. Cells were then suspended in 5% FBS/DMEM at a concentration of 700 to 1200 cells/μL. Cell suspensions were immediately delivered to the Center for Applied Genomics (Children's Hospital of Philadelphia) for determination of cell viability and sample processing. Viability was >95% in all samples. cDNA libraries of cells from each group were generated by Chromium Controller (10x Genomics Inc, Pleasanton, CA, USA), barcoded, and purified as described by the manufacturer and sequenced using a 2 × 150 paired‐end configuration on an Illumina (San Diego, CA, USA) HiSeq platform at a sequencing depth of ~400 million reads. Cell Ranger (version 3.0.2) was used to demultiplex reads, followed by extraction of cell barcode and unique molecular identifiers (UMIs). The cDNA insert was aligned to the reference mouse genome (mm10). Seurat package V3 was used for filtering, variable gene selection, dimensionality reduction analysis, and clustering standardly. Doublets or cells with poor quality (genes >6000, genes <200, or >5% genes mapping to mitochondrial genome) were excluded. Expression was naturally log transformed and normalized for scaling the sequencing depth to a total of 1 × 10^4^ molecules per cell. For the integrated data set, anchors from different data sets were defined using the FindIntegrationAnchors function, and these anchors were then used to integrate data sets together with IntegrateData. Data sets were scaled by regressing out the number of UMIs and percent mitochondrial genes. Cell cycle heterogeneity effect was also regressed out by using the Seurat Cell‐Cycle Scoring function. Statistically significant principal components were selected as input for uniform manifold approximation and projection (UMAP) plots. Different resolutions for clustering were used to demonstrate the robustness of clusters. In addition, differentially expressed genes within each cluster relative to the remaining clusters were identified using FindMarkers within Seurat. Subclustering was performed by isolating the mesenchymal and skeletogenic linage clusters using known marker genes, followed by reanalysis as described above. Gene ontology analysis was performed using the clusterProfiler package, and Gene Set Variation Analysis (GSVA) was performed using GSVA package.^(^ ^33^ ^)^ All sequence data and counts matrices have been deposited in Gene Expression Omnibus with the following accession number: GSE233843. The single cell transcriptome analyses presented here were performed concurrently with those reported in our previous study on activin A roles in HO.^(^ ^30^ ^)^

To computationally delineate the developmental progression of HO from mesenchymal to chondrogenic cells and order them in pseudotime trajectory, we performed trajectory analysis using Slingshot.^(^ ^34^ ^)^ To do so, Seurat objects were transformed into SingleCellExperiment objects. Slingshot trajectory analysis was conducted using the Seurat clustering information and with dimensionality reduction produced by UMAP.

### Cell–cell interaction analysis

Cellchat package (v0.0.2)^(^ ^35^ ^)^ was conducted to analyze the cell–cell communications in HO. A standard pipeline can be found in https://github.com/sqjin/CellChat/blob/master/vignettes. We first set ligand‐receptor interaction list in mouse and selected a customized “Secreted Signaling” as communicating ways. We then projected the gene expression data onto the protein–protein interaction (PPI) network by identifying overexpressed ligand‐receptor interactions. To obtain biologically significant cell–cell communications, probability values for each interaction were calculated by performing permutation tests. The inferred intercellular communication network of each ligand‐receptor pair and each signaling pathway was summarized and visualized by circle plots.

### Preparation, treatment, and analysis of growth plate chondrocyte cultures

Primary growth plate chondrocytes from the murine sternum and ribs were prepared from postnatal day 4 mice as described previously.^(^ ^36^, ^37^ ^)^ Briefly, sterna and ribs were initially digested in Pronase (2 mg/mL) (Roche, Basel, Switzerland) for 1 hour at 37°C to liberate soft tissue. Sterna and ribs were further digested in Collagenase D (3 mg/mL) (Roche, Basel, Switzerland) for 1.5 hours at 37°C, then Collagenase D (5 mg/mL) for 3 hours at 37°C. The cell suspension was strained through a 70‐μm strainer and diluted to a concentration of 8 × 10^5^ cells/mL in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal bovine serum (FBS) and antibiotics. Cells were plated on 12‐ and 24‐well tissue culture plates. Once confluent, beta‐glycerophosphate and ascorbic acid were added to the medium to induce chondrocyte maturation. Cultures were stained with Alcian blue (pH 1.0) after 4 and 7 days to monitor chondrogenic cell differentiation. Images were taken with a Nikon SMZ‐U microscope equipped with a SPOT insight camera and acquired with SPOT 4.0 software. For quantification, Alcian blue dye was extracted with 6 M guanidine hydrochloride overnight at room temperature. Absorbance values were measured at 595 nm.

### Gene expression analysis

Total RNA was isolated from control and treated chondrocyte cultures on days 4 and 7 using TRIzol reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's protocol. RNA was quantified by NanoDrop. One microgram of total RNA was reverse‐transcribed using iScript cDNA Synthesis Kit (Bio‐Rad, Hercules, CA, USA). Quantitative real‐time polymerase chain reaction (PCR) was carried out using the SYBR Green PCR Master Mix or TaqMan Gene Expression Master Mix (Life Technologies) in an Applied Biosystems 7500 according to the manufacturer's protocol. *Rn18s* was used as the endogenous control, and relative expression was calculated using the ΔΔC_T_ method. Primer information is in Supplemental Table S1. The following primers were purchased as TaqMan Gene Expression Assays: *Rn18s* (Mm03928990_g1) and *Inhba* (Mm00434339_m1).

### Statistical procedures

Statistical significance of data from experimental groups was evaluated by Student's *t* test and one‐way ANOVA followed by Tukey's multiple comparison test. Data were plotted using GraphPad Prism 7 (GraphPad Software, San Diego, CA, USA), and data points, averages, and 95% confidence intervals (CIs) are included in scatter plots presented below. A statistical difference of *p* < 0.05 was considered significant, and *p < 0.05, **p < 0.01, and ***p < 0.0001 denote degrees of statistical significance. Representative images were used to illustrate observations, and number of animals used in each experiment is specified in respective figure legend. Cell culture experiments were repeated independently at least three times, and data from a representative experiment are presented.

## Results

### Palovarotene inhibits the recruitment of progenitors into the developing HO mass

As an experimental model of acquired HO, we applied a popular approach in which a Matrigel scaffold containing recombinant human BMP2 or BMP6 is implanted at one or multiple subdermal locations in the abdominal area of adult mice.^(^ ^38^, ^39^ ^)^ Though experimental, this model mimics the development of HO observed in patients receiving local implantation of rhBMP2 to repair skeletal defects.^(^ ^40^ ^)^ An additional advantage of this model is that immediately after implantation, the scaffold is surrounded by inflammatory cells and other cell populations and becomes progressively invaded by these cells as they migrate deeper and deeper into it.^(^ ^41^ ^)^ This provides a unique opportunity to monitor and characterize the phenotype, architecture, and differentiation of the cells spatiotemporally as they take part in HO formation.

Accordingly, we implanted adult female mice at two abdominal subdermal sites with 250 μL Matrigel/0.25 μg rhBMP2 mixture.^(^ ^39^ ^)^ Mice were randomly divided into two groups that, starting on day 1 from implantation, received systemic administration of vehicle or palovarotene (4 mg/kg/d) by gavage as in previous studies.^(^ ^39^, ^42^ ^)^ Ectopic tissue masses were harvested on days 5, 9, and 12 from implantation and were processed for histological analysis of cell distribution, degree of scaffold immigration, and skeletogenic phenotype. In day 5 samples, many cells were present within the periphery of the Matrigel mass in control vehicle‐receiving mice, spanning a thickness of about 150 to 200 μm (Fig. 1A,C,S), whereas the center had fewer cells than the periphery (Fig. 1B,S). By days 9 and 12, the number of cells within the periphery had increased substantially (Fig. 1G,I,M,O,T,U) and the center was now rich in cells as well (Fig. 1H,N,T,U). At these stages, both periphery and center displayed cartilage tissues (see below for further characterization). In contrast, samples retrieved from palovarotene‐treated mice exhibited a slight decrease in the number of cells present at the periphery and center on day 5 (Fig. 1D,E,F,S). There was also a substantial decrease in the number of cells present at the periphery at days 9 and 12 (Fig. 1J,L,P,R,T,U) with a concurrent delay in cell invasion of the center by day 12 (Fig. 1K,Q) compared with respective controls.

**Fig. 1:**
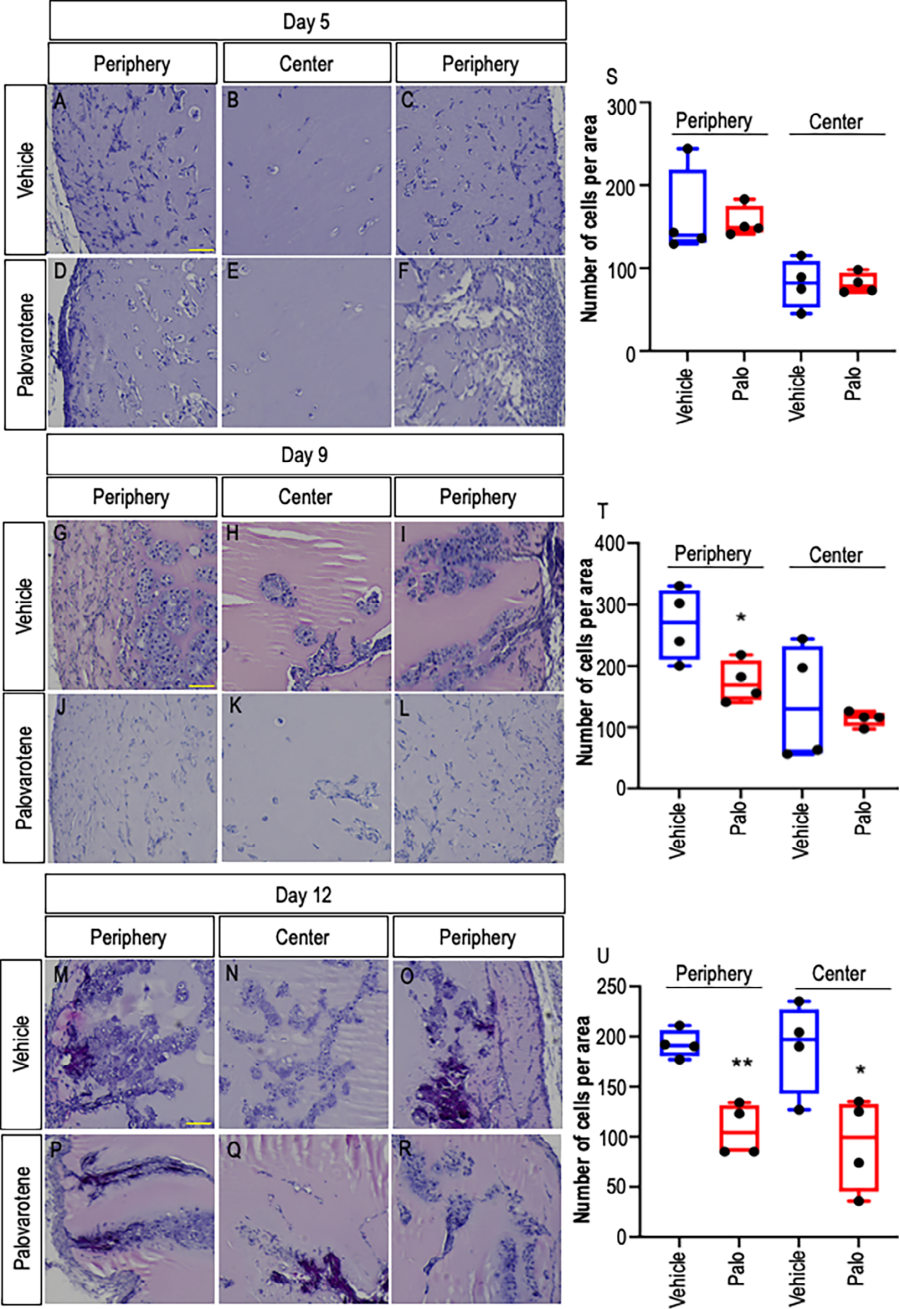
Cell accrual and infiltration are decreased by palovarotene administration. (*A–C*) Representative histological images from the periphery and center of Matrigel heterotopic ossification (HO) masses retrieved from vehicle‐receiving control mice on day 5 from implantation. (*D–F*) Histological images from the periphery and center of Matrigel HO masses retrieved from palovarotene‐treated mice on day 5 from implantation. (*G–I*) and (*J–L*) Histological images from samples retrieved from control and treated mice on day 9, respectively. (*M–O*) and (*P–R*) Histological images from samples retrieved from control and treated mice on day 12, respectively. (*S–U*) Quantification of the number of cells per area. Note the delay in cell presence and infiltration into the central portion of the HO mass after palovarotene treatment. Days 5, 9, and 12: *n* = 4 ectopic masses from control and treated mice. *p ≤ 0.05 and **p ≤ 0.01. Scale bar = 100 μm.

To define the character of HO‐participating cells, we processed day 9 specimens for cartilage histochemical staining with Safranin O and for RNAscope analysis of gene expression. As expected, cartilage was evident in both periphery and center in control specimens (Fig. 2A,B) and strongly expressed typical phenotypic genes such as *Sox9* and aggrecan (*Acan*) (Fig. 2E,F,I,J,U,V). Of relevance here was the finding that the activin A‐encoding gene *Inhba* was clearly expressed by many cells in these control specimens, including cartilage cells (Fig. 2M,N,W arrows). Immunostaining with activin A antibodies elicited similar patterns (Fig. 2Q,R,X). In comparison, samples retrieved from palovarotene‐treated mice exhibited minimal Safranin O staining (Fig. 2C,D) and minimal *Sox9* and *Acan* expression, reflecting a blockage of HO (Fig. 2G,H,K,L,U,V). Interestingly, both *Inhba* expression and activin A immunostaining were markedly decreased overall but were still appreciable in the sparse cells distributed over the periphery, likely including skeletogenic progenitors (Fig. 2O,P,S,T,W,X).

**Fig. 2:**
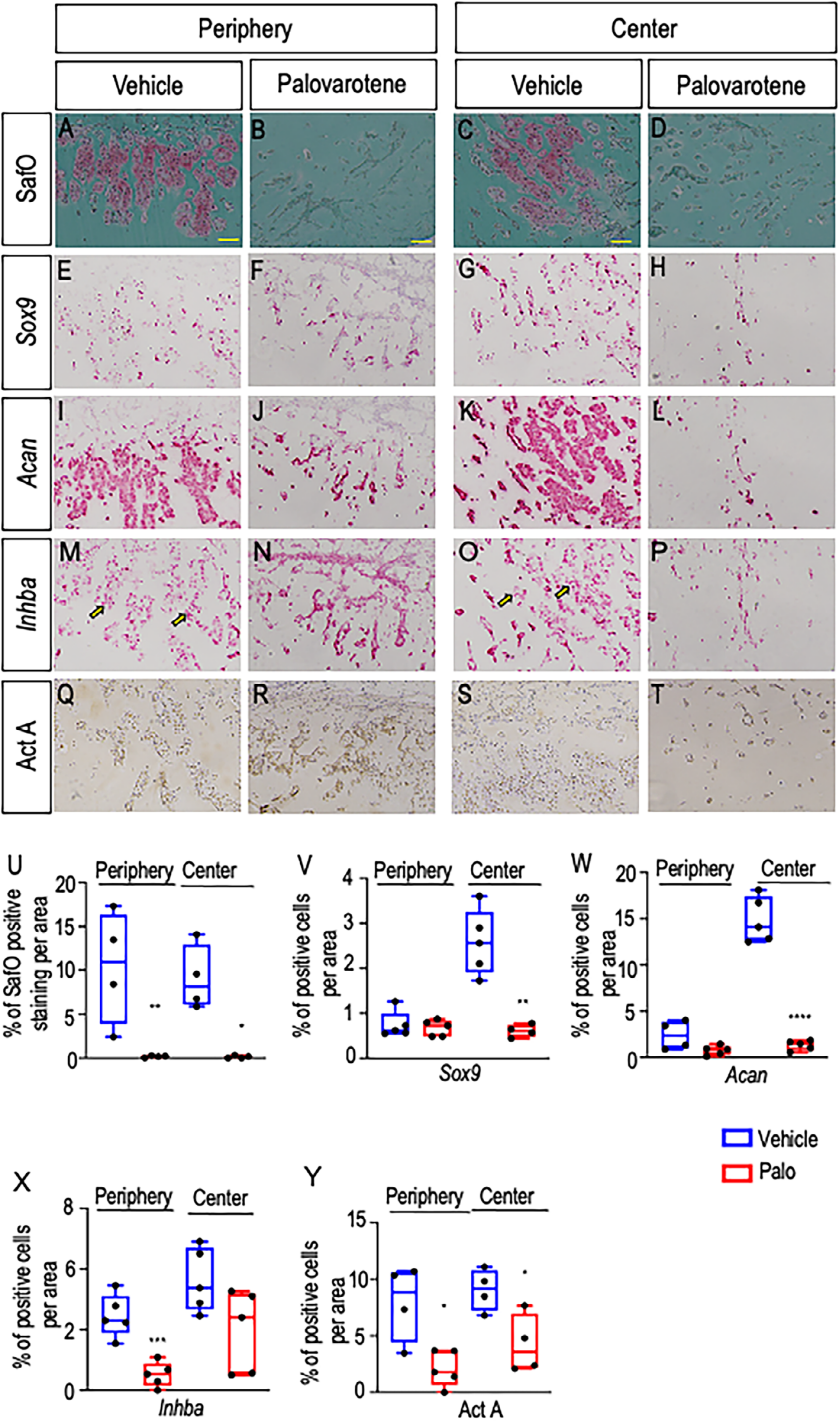
Palovarotene administration dampens cartilage formation and *Inhba*‐expressing cells. (*A–D*) Representative Safranin‐O‐stained images of peripheral and central regions of Matrigel heterotopic ossification (HO) masses retrieved from vehicle control and palovarotene‐treated mice on day 9. (*E–H*) RNAscope analysis of *Sox9* gene expression in the peripheral and central regions of companion control and treated HO masses on day 9. (*I–L*) and (*M–P*) RNAscope analysis of aggrecan (*Acan*) and *Inhba* gene expression in the peripheral and central regions of companion control and treated HO masses on day 9, respectively. (*Q–T*) Immunostaining of activin A in the peripheral and central regions of companion control and treated HO masses on day 9. (*U–W*) Quantification of *Sox9*, *Acan*, and *Inhba* gene expression. (*X*) Quantification of ActA protein expression. Note that serial sections were used for analyses of RNA and protein expression in each sample. *n* = 4–5 ectopic masses from control and treated mice, producing consistent observations. *p ≤ 0.05, **p ≤ 0.01 ***p ≤ 0.001 and ****p ≤ 0.0001. Scale bar = 100 μm.

### Single‐cell RNA‐seq identifies distinct cell populations during HO progression

To capture and delineate the nature of *Inhba*‐expressing cells recruited into the HO process and changes effected by palovarotene treatment, we carried out single‐cell RNA sequencing (scRNA‐seq) analysis on incipient HO masses collected on day 5. 

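Cells of the day 5 masses were sequenced as 1 droplet library for each of 3 groups of mice, and the legend of Fig. 3 gives 6 ectopic masses per group. The Matrigel-only mice carried implants of 250 μl of Matrigel, a basement membrane gel. The Vehicle and Palo mice carried the same volume with 0.25 μg of rhBMP2, a recombinant protein that induces ectopic cartilage and bone, and the Palo mice received 4 mg/kg of the retinoid agonist palovarotene. The authors aligned the reads to mm10 with Cell Ranger 3.0.2 and deposited, for each barcode and each of 31053 genes, the count of unique molecular identifiers (UMIs), without normalization. The Matrigel-only library held 44252421 UMIs on 9249 barcodes, the Vehicle library 46317250 on 6065 barcodes and the Palo library 46901673 on 7905 barcodes. From these counts, cells were selected by the paper's limits, integrated with Seurat anchors and clustered again. The genes measured at the claims (*Inhba*, *Sox9*, *Acan*, *Col2a1*, *Prrx1*, *Cd34*, *Cd44*, *Cxcl12* and *Cxcl14*) were left out of the 2000 variable genes, so that none of these 9 defined a cluster, while other markers compared later, such as *Pdgfra*, were kept. Classes of cells were named from marker lists, and the names can differ from the study's because the clusters were rebuilt. The level of a gene in a class is given in CPM, its UMIs summed over the cells of the class relative to all UMIs of those cells. The share of cells with a UMI is given after each cell was thinned to the same number of UMIs, because a deeper cell shows more genes. That number was 3000 UMIs for mesenchymal cells and 1100 for macrophages, and shallower cells were left out of such shares. Shares carry exact binomial and CPM values exact Poisson 95% intervals, which cover counting error only. With 1 library per condition no difference between conditions has a replicate check, and no test was run.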

Mice implanted subcutaneously with rhBMP2/Matrigel mixture received daily doses of vehicle (termed Vehicle heretofore) or palovarotene (termed Palo heretofore) as above. As an additional control, companion mice were implanted with Matrigel without rhBMP2 (termed Matrigel‐only heretofore). On day 5, ectopic tissue masses were harvested from each mouse group, and their cells were liberated by enzymatic digestion and directly processed for scRNA‐seq (about 20,000 cells per sample).^(^ ^43^ ^)^ Cell libraries were generated by Chromium controller (10x Genomics, Inc.), barcoded, and sequenced on an Illumina HiSeq platform, and data were analyzed with Cell Ranger to obtain UMIs. We utilized the Seurat analysis package V3^(^ ^44^ ^)^ for filtering, variable gene selection and dimensionality reduction, and graph‐based clustering. Total cell numbers in the data sets obtained were: Matrigel‐only, 8728 cells; Vehicle, 5476 cells; and Palo, 7296 cells.

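With cells of more than 6000 or fewer than 200 genes, or more than 5% of UMIs from mitochondrial genes, left out, 8728 Matrigel-only, 5478 Vehicle and 7297 Palo cells passed. These were 94.4%, 90.3% and 92.3% of the barcodes. The limit of 6000 genes removed 16 Matrigel-only, 104 Vehicle and 21 Palo barcodes, the limit of 200 genes removed 21, 85 and 35, and the mitochondrial limit was exceeded by 484, 400 and 552. The passing cells had a median of 3490.5 UMIs and 1586 genes in the Matrigel-only library, 4235.5 UMIs and 1825 genes in the Vehicle library, and 4615 UMIs and 1809 genes in the Palo library. With cells called doublets by Scrublet left out, 8073, 5215 and 6821 cells remained, and with up to 10% mitochondrial UMIs allowed, 9182, 5828 and 7762 cells passed.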

To perceive and define the overall composition and phenotype of the cell clusters, we first superimposed the data sets from Matrigel‐only, Vehicle, and Palo samples (Fig. 3A). 

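The lowest resolution that gave at least 11 clusters was 0.2, and it gave 12. Of these, 3 were named macrophage-like, 2 mesenchymal-like, 2 dendritic-like, and 1 each T/NK-like, granulocyte-like and basophil-like. A cluster of 22 Matrigel-only, 31 Vehicle and 24 Palo cells stayed unnamed, because its 10 leading genes held as many markers of another type (*Siglech*, dendritic, or *Ly6c2*, macrophage) as B cell markers (*Igkc*), although all 12 listed B cell markers were detected in it. A cluster of 3, 2 and 71 cells also stayed unnamed, because its leading genes (*Alox15*, *Prg4*, *F5*, *Selp* and *Saa3* among them) included 1 eosinophil marker, *Alox15*, and 0 macrophage markers, although 12 of the 20 listed macrophage markers were detected. Nearly all of its cells came from the Palo library, so it cannot be told apart from a property of that library. The unnamed cells were 0.286% of the Matrigel-only, 0.602% of the Vehicle and 1.30% of the Palo cells.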

Using differential expression of representative marker genes described previously,^(^ ^30^, ^45^ ^)^ we obtained and identified 11 major cell population clusters numbered 0–10 (Fig. 3A). 

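The mesenchymal-like clusters, in which all 16 listed mesenchymal markers (such as *Col1a1*, *Dcn* and *Lum*) were detected, held 2088 Matrigel-only, 1362 Vehicle and 1186 Palo cells. Their share was 23.9% of the Matrigel-only cells (95% interval 23.0 to 24.8%), 24.9% of the Vehicle cells (23.7 to 26.0%) and 16.3% of the Palo cells (15.4 to 17.1%). The Vehicle share was 8.61 percentage points above the Palo share (7.19 to 10.0), and its difference from Matrigel-only, 0.940 points (-0.506 to 2.40), lay within counting error. Of the alternatives, naming each cell by its own markers moved the difference between Vehicle and Palo most, to 10.7 points. In the cluster of 1115 Matrigel-only, 1236 Vehicle and 836 Palo cells, the leading genes were *Col2a1*, *Col11a1*, *Ltbp2*, *Tnc*, *Acan* and *Inhba* among others, of which the measured genes had no part in forming the cluster. The other, of 973, 126 and 350 cells, was led by *Pi16*, *Igfbp5* and *Clec3b*. Median depth of the mesenchymal-like cells was 9048.5 UMIs in the Matrigel-only, 16693 in the Vehicle and 12859 in the Palo library. At 3000 UMIs, which left out 206, 96 and 66 shallower cells, *Pdgfra* was detected in 49.6%, 21.6% and 44.2% of them, and without thinning in 77.9%, 57.9% and 81.3%. In macrophage-like cells, which should lack it and whose median depth was 2749, 3178 and 3738 UMIs, the thinned *Pdgfra* shares were 0.665%, 1.20% and 0.403%.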

Clusters 2 and 3 represented mesenchymal lineage cells that were characterized by expression of markers such as *Pdgfra* and *Prrx1* ^(^ ^46^, ^47^ ^)^ depicted and quantified in violin plots (Fig. 3C,D). These clusters included also some cells expressing chondrocyte and fibroblast‐like gene markers such as *Acan*, *Postn*, *Col3a1*, *Ly6a*, etc. 

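*Ptprc* encodes the leukocyte antigen CD45. At 3000 UMIs it was detected in 63.4% of the Matrigel-only, 63.6% of the Vehicle and 66.2% of the Palo macrophage-like cells, and in 86.7%, 81.2% and 83.1% of the dendritic-like cells. In mesenchymal-like cells the shares were 3.64% (95% interval 2.84 to 4.59%), 2.26% (1.52 to 3.24%) and 3.05% (2.13 to 4.24%). Without thinning, 62.6%, 67.1% and 74.4% of macrophage-like and 8.38%, 7.71% and 8.35% of mesenchymal-like cells had a UMI. At that depth 2953 Matrigel-only, 1397 Vehicle and 1259 Palo macrophage-like cells were too shallow to be counted. The *Ptprc* level was 385 CPM, 385 CPM and 390 CPM in macrophage-like cells and 16.4, 8.33 and 12.7 CPM in mesenchymal-like cells.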

Most of the remaining clusters contained hematopoietic and inflammatory cells identified by common expression of *Ptprc* ^(^ ^48^ ^)^ (Fig. 3B). The marker genes of these cells are shown as violin plots in Supplemental Fig. S1. 

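The macrophage-like clusters held 5141 Matrigel-only, 2992 Vehicle and 4299 Palo cells, or 58.9% (95% interval 57.9 to 59.9%), 54.6% (53.3 to 55.9%) and 58.9% (57.8 to 60.0%) of each library. The Vehicle share lay 4.30 percentage points under the Palo share, a difference of -4.30 points (-6.03 to -2.56). When each cell was named by its own markers this difference was -17.9 points. The largest of these clusters (3589, 1984 and 3383 cells) was led by *Ms4a7*, *Ccl12*, *Stab1* and *Ccl8*. The cluster of 1470, 993 and 835 cells was led by *Hal*, *Ltc4s* and *Retnla*, with *Arg1* among its leading genes. In a small cluster of 82, 15 and 81 cells, proliferation genes such as *Top2a* and *Mki67* led, with 14 of the 20 macrophage markers detected.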

Clusters 0, 1, 4, and 10 contained monocytes and macrophage lineage cells. 

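The T/NK-like cluster, with 19 of 20 listed markers detected, held 146 Matrigel-only, 292 Vehicle and 98 Palo cells. Its share was 1.67% (95% interval 1.41 to 1.96%), 5.33% (4.75 to 5.96%) and 1.34% (1.09 to 1.63%) of the cells. The Vehicle share was 3.99 percentage points above the Palo share (3.35 to 4.66) and 3.66 points above the Matrigel-only share (3.02 to 4.33). These cells had a median depth of 1268, 2045.5 and 1912 UMIs.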

Cluster 5 included T and natural killer cells. 

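The dendritic-like clusters together held 1324 Matrigel-only, 620 Vehicle and 1604 Palo cells, or 15.2%, 11.3% and 22.0% of each library. A small cluster of 141, 41 and 95 cells was led by *Xcr1*, *Itgae*, *Flt3* and *Clec9a*, with 10 of 17 listed dendritic markers detected. The larger of 1183, 579 and 1509 cells was led by *Mmp12*, *Ear2*, *Dcstamp* and *Itgax*. Only 5 of the 17 dendritic markers were detected in it, 2 of them (*Cd209a* and *H2-DMb2*) among its 10 leading genes. With the larger cluster counted as macrophages, an alternative chosen after the clusters were seen, the macrophage share of Vehicle minus that of Palo was -14.4 percentage points and of Vehicle minus that of Matrigel-only -7.27 points.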

Cluster 6 was rich in dendritic cells. Cluster 7 included granulocytes, cluster 8 contained mast cells, and cluster 9 contained B cells (Supplemental Table S2). 

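The granulocyte-like cluster, led by *S100a9*, *S100a8* and *Retnlg* with *Il1b* among its leading genes, held 3 Matrigel-only, 85 Vehicle and 15 Palo cells, or 0.0344%, 1.55% (95% interval 1.24 to 1.92%) and 0.206% of each library. A cluster of 1 Matrigel-only, 94 Vehicle and 0 Palo cells was led by *Mcpt8*, *Hdc*, *Gata2* and *Cyp11a1*, with *Il6* and *Ccl3* also among its leading genes. It was named basophil-like, since 6 of 8 listed basophil markers were detected and 3 of its 10 leading genes were basophil markers against 2 mast cell markers. It made up 1.72% (1.39 to 2.10%) of the Vehicle cells. The 0 of 7297 Palo cells allow a share of up to 0.0505%. The cluster came almost wholly from the Vehicle library, so it cannot be separated from a property of that library.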

The presence of these various cell populations reflects the early inflammatory phase of HO development that, as pointed out above, occurs in the subcutaneous model used here as well.^(^ ^39^ ^)^

**Fig. 3:**
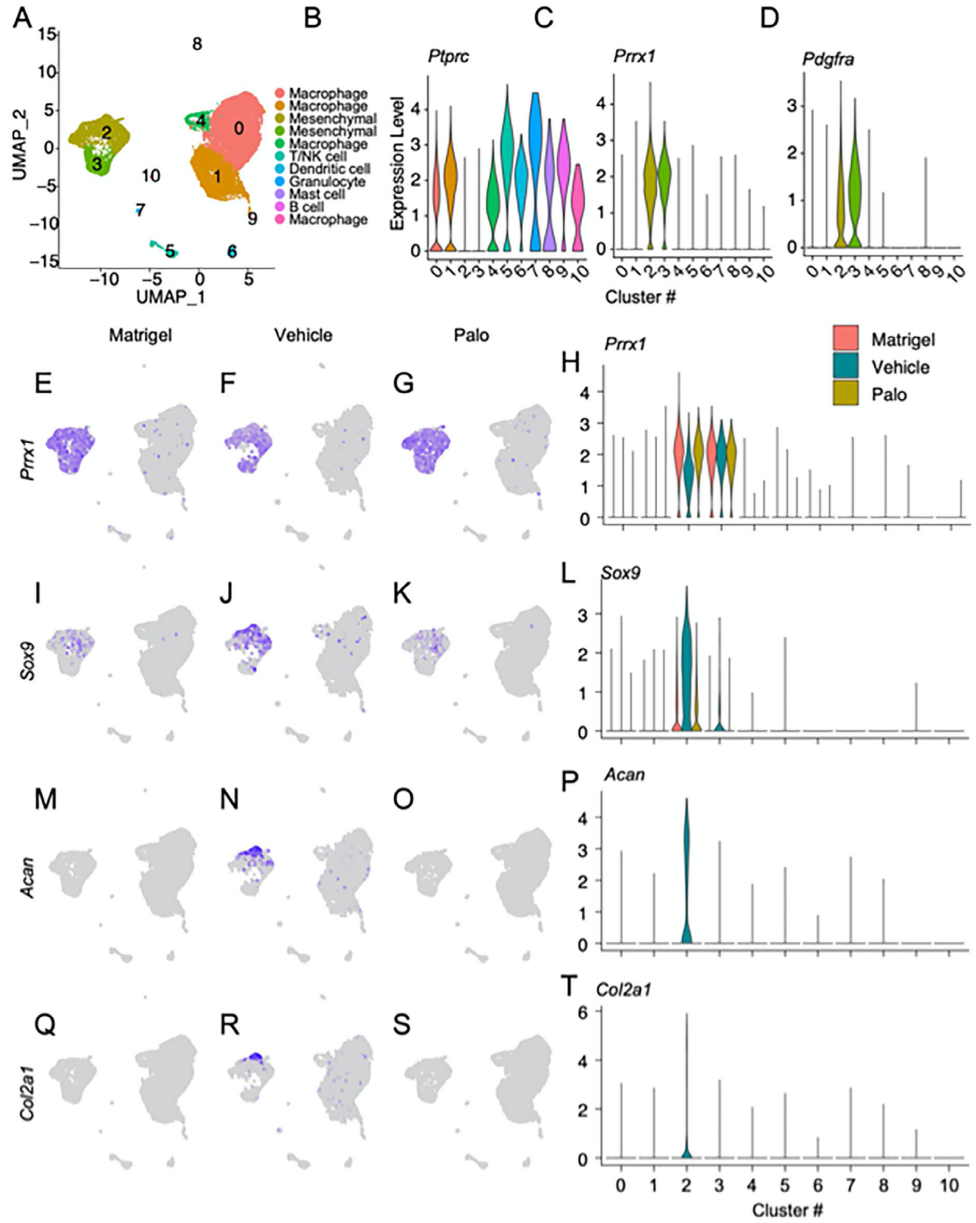
scRNA‐seq analysis of cell populations participating in heterotopic ossification (HO) development. HO tissue samples were retrieved on day 5 from mice implanted with Matrigel‐only and from companion mice implanted with Matrigel/BMP2 mixture and treated with vehicle (Vehicle) or palovarotene (Palo). (*A*) Sample contribution to cell type clusters after superimposition of UMAP data from all samples, yielding 11 major cell clusters (0–10). (*B*) Violin plots of selected genes identifying nine inflammatory and hematopoietic cell clusters sharing a typical trait, protein tyrosine phosphatase receptor type C (*Ptprc*). (*C*, *D*) Violin plots showing skeletogenic and mesenchymal cell clusters 2 and 3 that expressed characteristic traits such as platelet‐derived growth factor receptor alpha (*Pdgfra*) and/or paired‐related homeodomain transcription factor 1 (*Prrx1*). (*E–H*) UMAP plots (left) and violin plot (right) describing *Prrx1* expression that characterizes cluster 2 and 3 cells and remained largely unchanged in Matrigel‐only, Vehicle, and Palo samples. (*I–T*) UMAP plots (left) and violin plots (right) depicting expression of *Sox9* (*I–L*), *Acan* (*M–P*), and *Col2a1* (*Q–T*) among cluster 2 and 3 cells. *n* = 6 ectopic masses per each experimental group.

Given the main goals of the present study, we further analyzed the mesenchymal cell populations in clusters 2 and 3 (Supplemental Table S3). 

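*Prrx1* lies on chromosome 1 of mm10 from 163245119 to 163313710 on the minus strand and encodes a homeodomain transcription factor. In the Matrigel-only library, 83.8% of 1882 mesenchymal-like cells thinned to 3000 UMIs had a *Prrx1* UMI (95% interval 82.0 to 85.4%), and 93.5% did without thinning. The level was 724 CPM (712 to 736) from 14519 UMIs. In Matrigel-only macrophage-like cells the thinned share was 2.5004% (1.89 to 3.24%).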

The Matrigel‐only samples exhibited a significant number of *Prrx1*‐expressing mesenchymal cells in both clusters (Fig. 3E,H, red color) reflecting the fact that the Matrigel scaffold itself elicits a significant host response and promotes cell recruitment and invasion. 

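*Sox9* (chromosome 11, 112782224 to 112787760) encodes a transcription factor of the chondrogenic lineage, *Acan* (chromosome 7, 79053483 to 79115099) the cartilage proteoglycan aggrecan, and *Col2a1* (chromosome 15, 97975602 to 98004695) type II collagen. Among the thinned Matrigel-only mesenchymal-like cells, 12.0% had a *Sox9* UMI (95% interval 10.6 to 13.6%; 23.7% without thinning), at 53.5 CPM. In Matrigel-only macrophage-like cells the *Sox9* share at the same depth was 0.479% (0.235 to 0.868%). *Acan* and *Col2a1* each gave 1 UMI over all 2088 Matrigel-only mesenchymal-like cells, or 0.0499 CPM. Of the 1266 Vehicle mesenchymal-like cells deep enough, 55.1% had *Sox9* (52.3 to 57.9%), 50.3% had *Acan* (47.5 to 53.1%) and 25.7% had *Col2a1* (23.3 to 28.2%). Without thinning these shares were 78.2%, 55.8% and 36.6%. The difference between Vehicle and Matrigel-only in the *Sox9* share was 43.1 percentage points, and the alternative that moved it most, requiring at least 2 UMIs, made it 30.7 points. The log2 ratio of CPM, Vehicle over Matrigel-only, was 3.11 for *Sox9* (3.02 to 3.20). It was 14.65 for *Acan* (12.18 to 19.96) and 15.03 for *Col2a1* (12.55 to 20.33), where the 1 UMI in the Matrigel-only library makes the intervals wide. In Vehicle macrophage-like cells, *Sox9*, *Acan* and *Col2a1* were detected in 3.17%, 3.66% and 4.64% of cells at 3000 UMIs. In the 83 Vehicle T/NK-like cells of that depth the shares were 0.412%, 1.52% and 3.03%.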

There was also an appreciable number of *Sox9*‐expressing cells within cluster 2 (Fig. 3I,L) that lacked *Acan* and collagen 2 (*Col2a1*) expression (Fig. 3M,P,Q,T), thus representing potential skeletogenic progenitors present at the very beginning of ectopic skeletal tissue formation.^(^ ^49^ ^)^ In the Vehicle samples, *Sox9*‐expressing cells as well as chondrocytes expressing *Acan* and *Col2a1* had become numerous (Fig. 3J,N,R) and after quantification by violin plots (Fig. 3L,P,T, green color). The chondrogenic cells and chondrocytes were largely present within the upper half of cluster 2 (Fig. 3N,R) as compared to the more primitive *Sox9*‐expressing cells present also in the lower half (Fig. 3J). In line with the reduction in HO initiation, the Palo samples were characterized by a sharp drop in the number of *Sox9‐, Acan‐*, and *Col2a1*‐expressing cells, visible in the UMAP plots (Fig. 3K,O,S) and violin plots (Fig. 3L,P,T, yellow color). 

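In the Palo library, 13.4% of 1120 thinned mesenchymal-like cells had a *Sox9* UMI (95% interval 11.5 to 15.5%; 34.1% without thinning), 41.7 percentage points below Vehicle (38.2 to 45.0). The *Sox9* level was 462 CPM in Vehicle and 57.8 CPM in Palo, a log2 ratio of 3.00 (2.90 to 3.10). *Acan* gave 28986 UMIs in the Vehicle and 13 in the Palo mesenchymal-like cells, or 1285 and 0.832 CPM, a log2 ratio of 10.59 (9.82 to 11.50). Its share in Palo was 0.130% (0.00885 to 0.566%; 0.337% without thinning). *Col2a1* gave 37648 UMIs in Vehicle (1669 CPM) and 0 in Palo. A count of 0 of 1120 cells allows a share of up to 0.329%. The Palo *Sox9* share lay close to that of Matrigel-only, with overlapping intervals. In Palo macrophage-like cells, 0.0675% had *Sox9* (0.00850 to 0.240%) and 0 had *Acan* or *Col2a1*.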

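In the Vehicle library 61.9% of the thinned mesenchymal-like cells had a *Prrx1* UMI (95% interval 59.1 to 64.5%) and in the Palo library 84.7% (82.5 to 86.8%). The Vehicle share was lower by 22.8 percentage points, a difference of -22.8 points (-26.2 to -19.4), and the difference between Vehicle and Matrigel-only was -21.9 points (-25.1 to -18.8). Without thinning, the shares of 91.3% in Vehicle and 96.5% in Palo differed by -5.12 points. The *Prrx1* level was 377 CPM in Vehicle and 734 CPM in Palo, a log2 ratio of -0.96 (-1.004 to -0.92) of Vehicle over Palo and of -0.94 (-0.98 to -0.90) of Vehicle over Matrigel-only. Macrophage-like cells gave 3.30% in Vehicle and 2.16% in Palo at the same depth.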

The number of mesenchymal *Prrx1*‐expressing cells remained largely unaffected (Fig. 3G).

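Gene set variation analysis and its gene sets were not used here. In its place, the median log2 ratio of CPM (with 5 CPM added) was taken over a list of 17 glycolysis genes (such as *Hk2*, *Pfkp*, *Aldoa*, *Gapdh*, *Pgk1* and *Ldha*) and a list of 18 genes induced by hypoxia (such as *Vegfa*, *Bnip3*, *Ndrg1*, *Ankrd37* and *Car9*), with *Slc2a1* in both. In mesenchymal-like cells of Vehicle over Matrigel-only, the median was 0.96 for glycolysis, with 17 of 17 genes higher, and 0.73 for hypoxia, with 17 of 18 higher. In macrophage-like cells it was 0.88 (16 of 17 higher) and 0.85 (17 of 18 higher). All 4 medians lay above those of 10000 random lists of the same size matched on expression, which describes these libraries and is not a test between conditions. The median ratio of all genes with at least 5 CPM was -0.04 in mesenchymal-like and 0.01 in macrophage-like cells.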

To gain insights into involvement and possible modulation of protein signaling and cell–cell interactions, we subjected the above data sets to gene set variation analysis (GSVA)^(^ ^50^ ^)^ of KEGG pathway database and Hallmark gene sets.^(^ ^51^ ^)^ We found that the Vehicle group displayed a significant and distinct upregulation of glycolysis and hypoxia pathways (Supplemental Fig. S2, yellow box). These are known to be linked to chondrogenic cell differentiation and chondrocyte function^(^ ^52^, ^53^ ^)^ and were both downregulated in the Palo group (Supplemental Fig. S2, yellow box). 

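Between Vehicle and Palo, the median log2 ratio in mesenchymal-like cells was 0.88 for the glycolysis list, with 17 of 17 genes higher in Vehicle and ratios from 0.43 to 2.19. It was 1.53 for the hypoxia list, with 18 of 18 genes higher and ratios from 0.48 to 3.10. In macrophage-like cells the medians were 0.90 (17 of 17 higher, 0.20 to 2.499) and 1.34 (18 of 18 higher, 0.35 to 3.48), where the median of all genes with at least 5 CPM was 0.13. Each median lay above all 10000 matched random lists. Of the alternatives, clustering with no integration moved the macrophage glycolysis median most, to 0.63, and gave 0.91 for hypoxia; a pseudocount of 1 CPM moved the macrophage hypoxia median most, to 1.77. Palo over Matrigel-only, the glycolysis median was 0.01 in mesenchymal-like and -0.12 in macrophage-like cells, at percentiles 45.3 and 22.2 of the random lists. The hypoxia median was -0.68 in mesenchymal-like cells, with 0 of 18 genes higher in Palo, and -0.56 in macrophage-like cells, with 1 of 18 higher, both below all random lists.

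**Figure D1:**
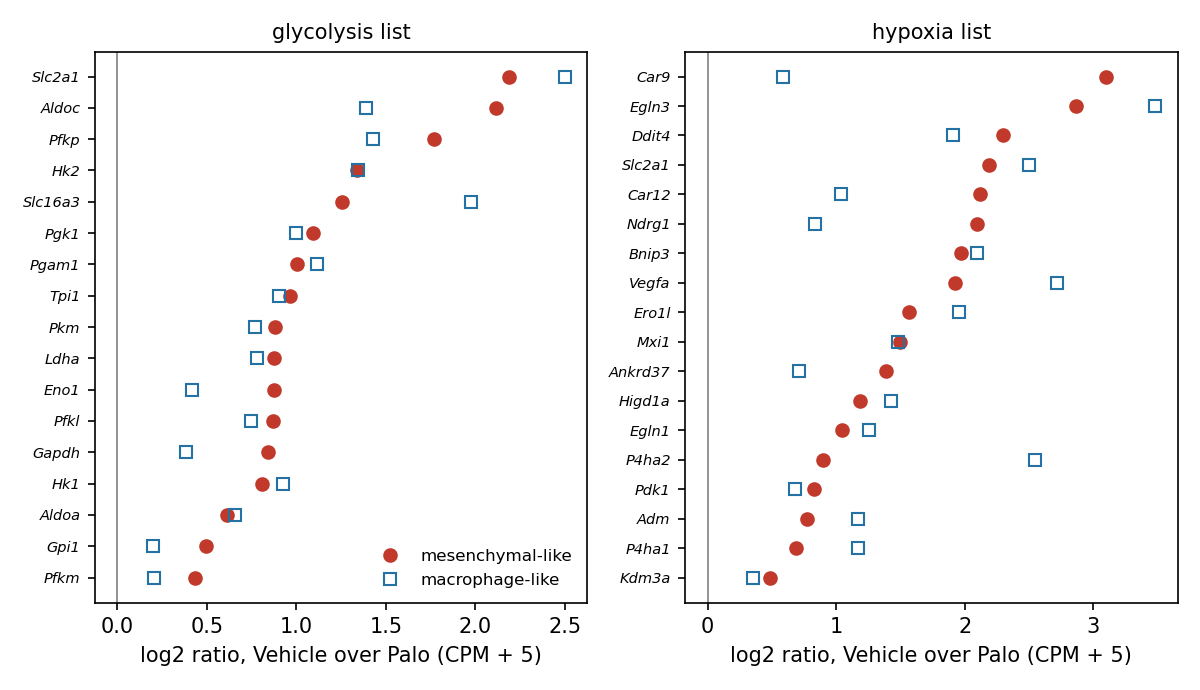
Log2 ratio of Vehicle over Palo, from CPM with 5 added, for each gene of the glycolysis and hypoxia lists. Filled circles are mesenchymal-like and open squares macrophage-like cells. All genes of both lists lie to the right of 0, and the ratios reach 3.48.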

CellChat signaling analysis predicted several interactions among the various cell populations present in the HO masses (Supplemental Fig. S3). 

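CellChat and its database were not used here. In its place, 78 pairs of a secreted ligand and its receptor were counted as present between a sending and a receiving class when the ligand and every receptor subunit were detected in at least 10% of the thinned cells of the class, among classes with at least 10 cells deep enough. The number of such combinations of sender, receiver and pair was 80 in the Matrigel-only library over 4 classes, 148 in the Vehicle library over 5 classes and 84 in the Palo library over 4 classes. The fifth class in Vehicle was the basophil-like cluster, which had 0 cells in Palo. Combinations with mesenchymal-like cells sending or receiving numbered 42, 49 and 51, of which in Vehicle 8 were to and 4 from basophil-like cells. Without these, the Vehicle count was clearly below that of Palo. With mesenchymal-like cells on both sides there were 7, 7 and 9.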

Interestingly, the palovarotene group was predicted to exhibit a significant drop in interactions among various cell populations including mesenchymal and chondrogenic cells, reflecting palovarotene's ability to dampen cartilage formation.

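Over the 4 classes present in all 3 libraries (mesenchymal-, macrophage-, dendritic- and T/NK-like), the combinations numbered 80 in Matrigel-only, 88 in Vehicle and 84 in Palo. With presence set at 25% of cells, the setting that moved the counts most, they numbered 9, 15 and 1 over these classes, and 9, 31 and 1 over all classes. From mesenchymal-like to dendritic-like cells there were 10, 9 and 14 combinations and to macrophage-like cells 10, 10 and 13. In the other direction, macrophage-like to mesenchymal-like cells gave 4, 1 and 4.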

### *Inhba* ‐expressing cell populations are reduced by palovarotene administration

Next, we examined cells expressing *Inhba* within clusters 0 to 10. 

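*Inhba*, listed as ENSMUSG00000041324, lies on chromosome 13 of mm10 from 16011851 to 16031621 on the plus strand (GENCODE vM21) and encodes the beta A subunit that forms activin A as a homodimer. The mesenchymal-like cells held 460 of the 475 *Inhba* UMIs of the Matrigel-only library (96.8%, 95% interval 94.8 to 98.2%), 15051 of 15703 in Vehicle (95.8%, 95.5 to 96.2%) and 1020 of 1038 in Palo (98.3%, 97.3 to 99.0%). They made up 93.8%, 86.4% and 95.1% of the cells with an *Inhba* UMI. Within them, the cluster that held 1115 Matrigel-only cells stood at 36.4 CPM, 715 CPM and 84.1 CPM. The *Pi16*-led cluster stood at 0.920, 28.4 and 4.33 CPM. At 1200 UMIs, 3.33%, 36.1% and 7.67% of the first and 0.106%, 1.26% and 0.371% of the second had a UMI.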

Violin plots of superimposed data sets from Matrigel‐only, Vehicle, and Palo samples showed that the bulk of *Inhba*‐expressing cells resided in cluster 2 (Fig. 4A). UMAP plots of each data set revealed that some *Inhba*‐expressing cells were present in Matrigel samples, being more obvious in the lower half of cluster 2 (Fig. 4B), where primitive chondrogenic cells resided (Fig. 3I). 

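In the Matrigel-only library, 4.26% of thinned mesenchymal-like cells had an *Inhba* UMI (95% interval 3.39 to 5.27%), and 10.8% did without thinning. The level was 22.9 CPM (20.9 to 25.1) from 460 UMIs. None of 12 Matrigel-only T/NK-like cells deep enough had one, too few to set a background, and 0.119% of macrophage-like cells did at that depth (0.0210 to 0.373%).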

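In the Vehicle library the *Inhba* share of thinned mesenchymal-like cells was 51.9% (95% interval 49.1 to 54.7%; 72.0% without thinning), 47.6 percentage points above Matrigel-only (44.7 to 50.5). The level was 667 CPM (657 to 678), a log2 ratio over Matrigel-only of 4.86 (4.73 to 5.00). With each cell weighted equally in place of its UMIs, this ratio was 5.08. Among the 83 Vehicle T/NK-like cells with 3000 UMIs, 2.16% had an *Inhba* UMI (0.218 to 8.05%).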

Their number had much increased in the Vehicle samples and spanned both the lower and upper portions of cluster 2 (Fig. 4C), with the upper portion containing more mature chondrogenic cells as indicated above (Fig. 3K,O,S). The reduction in HO initiation and progression in Palo samples was accompanied by a sharp overall decrease in *Inhba*‐expressing cells (Fig. 4D). These significant shifts in *Inhba*‐expressing cell numbers became obvious when quantified in violin plots (Fig. 4E). In addition to cells in cluster 2, there was a clear number of *Inhba*‐expressing cells in clusters 0 and 1 representing macrophages (Fig. 4A) that were identified by expression of markers such as *Cd68*, *Adgre1*, *Csf1r*, and *C1qa* ^(^ ^30^ ^)^ and are well known for expressing *Inhba*.^(^ ^54^ ^)^ Violin plot analysis showed that the number of *Inhba*‐expressing macrophages was markedly higher in Vehicle samples compared with both Matrigel‐only and Palo samples (Fig. 4F). 

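In the Palo library, 11.7% of thinned mesenchymal-like cells had an *Inhba* UMI (95% interval 9.84 to 13.7%; 28.0% without thinning), 40.2 percentage points below Vehicle (36.8 to 43.5). The level was 65.3 CPM (61.3 to 69.4), and the log2 ratio of Vehicle over Palo was 3.35 (3.26 to 3.45). The intervals of Palo and Matrigel-only did not overlap, for the share or for the level. Of the alternatives, thinning to 2 times fewer UMIs lowered the difference between Vehicle and Palo to 30.4 percentage points and counting only cells with at least 2 UMIs to 28.3 points. The paper states that fewer *Inhba*-expressing cells went together with less HO under palovarotene.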

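Macrophage-like cells of the Vehicle library held 511 *Inhba* UMIs in 113 of 2992 cells, those of Matrigel-only 12 UMIs in 12 of 5141 cells and those of Palo 12 UMIs in 12 of 4299 cells. Thinned to 1100 UMIs, which left out 486 Matrigel-only, 210 Vehicle and 116 Palo cells, 0.110% (95% interval 0.0362 to 0.254%), 1.36% (0.966 to 1.87%) and 0.0765% (0.0169 to 0.217%) had a UMI. Without thinning, the shares were 0.233%, 3.78% and 0.279%. The level was 42.5 CPM in Vehicle (38.9 to 46.4), 0.751 in Matrigel-only and 0.676 in Palo, a log2 ratio of 5.98 (5.16 to 6.94) over Palo. With barcodes whose UMIs were over 1% from listed mesenchymal genes left out, a limit chosen after the data were seen, that ratio was 3.55 and the Vehicle share 0.877% (0.562 to 1.30%). Those barcodes were 59 of the 2992 Vehicle cells and held 431 of the 511 UMIs. Cartilage genes were detected in Vehicle macrophage-like cells at similar shares at 1100 UMIs, *Sox9* in 1.29%, *Acan* in 1.90% and *Col2a1* in 2.46%. In Vehicle T/NK-like cells the *Inhba* share at that depth was 0.577% (0.0370 to 2.53%, 246 cells) and in dendritic-like cells 1.12% (0.444 to 2.33%, 601 cells). By cluster at 1200 UMIs, the *Ms4a7*-led cluster stood at 1.75% in Vehicle and 0.0979% in Palo, and the *Hal*-led cluster at 0.969% and 0. The macrophage markers *Cd68*, *Adgre1*, *Csf1r* and *C1qa* were detected in 34.4%, 38.7%, 52.2% and 65.2% of thinned Vehicle macrophage-like cells.

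**Figure D2:**
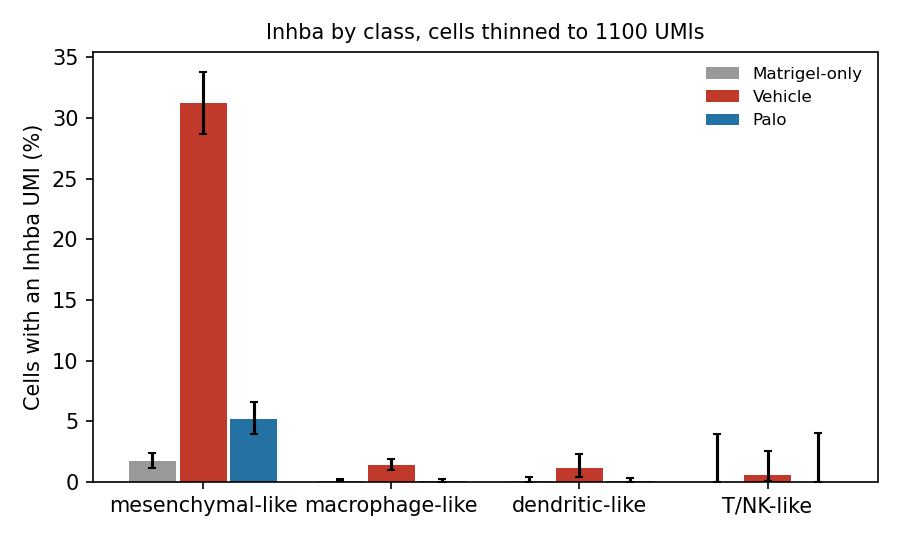
Share of cells with an *Inhba* UMI, in percent, after each cell was thinned to 1100 UMIs, in mesenchymal-, macrophage-, dendritic- and T/NK-like cells of the Matrigel-only, Vehicle and Palo libraries, with exact 95% intervals as error bars. The Vehicle mesenchymal-like cells reach 31.2%, against 1.36% of the Vehicle macrophage-like cells.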

Their reduction after palovarotene administration likely reflects the notable anti‐inflammatory properties of retinoid agonists.^(^ ^55^, ^56^ ^)^ Because macrophages promote HO on their own,^(^ ^57^ ^)^ their reduction likely contributed to dampening HO.

**Fig. 4:**
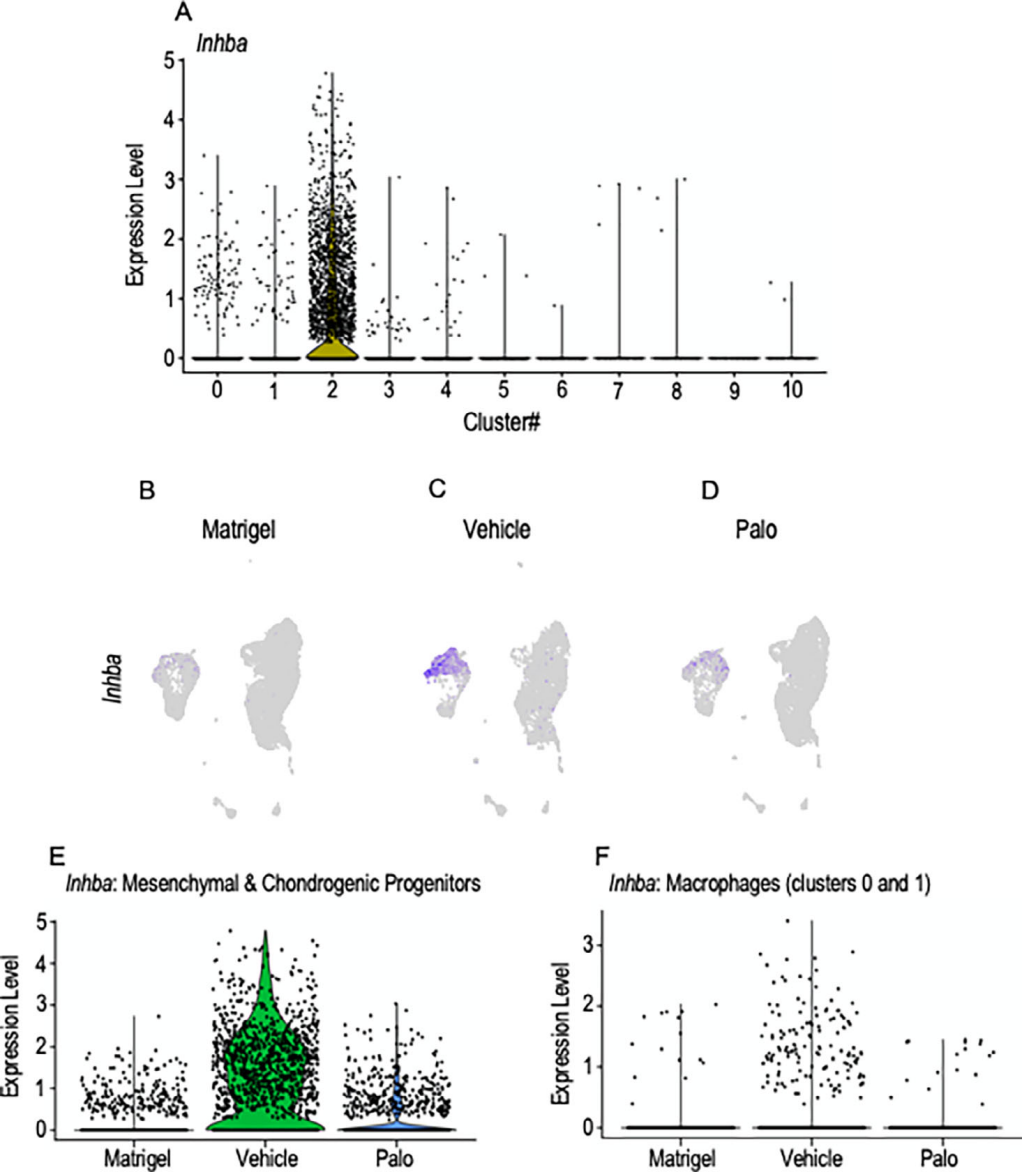
*Inhba*‐expressing chondrogenic and macrophage populations decrease after palovarotene administration. (*A*) Violin plots of superimposed data sets from Matrigel‐only, Vehicle, and Palo samples showing that *Inhba* expression prominently characterized cluster 2 cells and to some extent cluster 0 and 1 cells. (*B–D*) UMAP plots depicting *Inhba*‐expressing cells that were most prominent in cluster 2 and were increased in Vehicle samples (*C*) compared with Matrigel‐only and Palo samples (*B* and *D*, respectively). (*E*) Violin plots of *Inhba*‐expressing cells present in cluster 2 in Matrigel‐only, Vehicle, and Palo samples. (*F*) Violin plots of *Inhba*‐expressing macrophages present in clusters 0 and 1 in Matrigel‐only, Vehicle, and Palo samples. *n* = 6 ectopic masses per each experimental group.

To discern in greater detail the nature of mesenchymal and chondrogenic populations and their modulations by drug treatment, we extracted cluster 2 and 3 data sets from Matrigel‐only, Vehicle, and Palo samples above and subjected them to a new round of Seurat analysis on their own. 

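The mesenchymal-like cells of the 3 libraries, 2088 Matrigel-only, 1362 Vehicle and 1186 Palo, were integrated and clustered again without the measured genes. The lowest resolution that gave at least 5 subclusters was 0.1, and it gave 5, numbered here by size and not as in Fig. 5. Subcluster 1 was MPC-like, with 11 of 11 listed markers of mesenchymal progenitor cells detected (*Pi16* and *Clec3b* among its leading genes). Subcluster 2 was fibroblast-like, with 5 of 7 markers detected and *Aqp1*, *S100a4* and *Col5a3* among its leading genes; the inflammatory genes *Il11* and *Nos2* were also among its 10 leading genes. Subcluster 0 stayed unnamed, because all 9 chondrogenic markers were detected but 5 of its 10 leading genes were chondrocyte markers such as *Col9a1* and *Col11a1*. Subcluster 3 matched the intermediate cell best, with 3 of 7 markers detected, but stayed unnamed because macrophage genes (*Lyz2*, *Cd74* and *C1qa*) led it, and subcluster 4 because its cells were shallow, with a median of 918.5 UMIs in Matrigel-only, 902 in Vehicle and 946 in Palo.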

We obtained a more granular cell separation into five UMAP subclusters numbered 0 to 4 visible in the overlapped plot (Fig. 5A) and each separate plot (Fig. 5B–D). The subclusters were readily distinguishable based on differential gene expression (Fig. 5E) as were their dynamic behaviors under the experimental conditions used. It was already notable at this level of analysis that the relative sizes of subclusters 0 and 1 were substantial in Matrigel‐only samples, had decreased sharply in Vehicle samples but were substantial again in Palo samples (Fig. 5B–D). Also, subcluster 4 was only clear in Vehicle samples but was barely detectable in the Matrigel‐only samples and was essentially undetectable in the Palo samples (Fig. 5B–E).

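The MPC-like subcluster held 897 Matrigel-only, 114 Vehicle and 330 Palo cells, or 43.0% (95% interval 40.8 to 45.1%), 8.37% (6.95 to 9.97%) and 27.8% (25.3 to 30.5%) of the mesenchymal-like cells. Vehicle minus Palo was -19.5 percentage points, and -34.7 points with no integration, the alternative that moved it most. Subcluster 0 held 641, 927 and 511 cells, or 30.7% (28.7 to 32.7%), 68.1% (65.5 to 70.5%) and 43.1% (40.2 to 46.0%). With no integration the difference between Vehicle and Palo in subcluster 0 changed sign, from 25.0 to -39.3 points; a chondrocyte-like subcluster then held 3 Matrigel-only, 1073 Vehicle and 7 Palo cells. The fibroblast-like subcluster held 321, 195 and 246 cells, or 15.4%, 14.3% and 20.7%. The macrophage-led subcluster held 8.48%, 4.19% and 6.07% and the shallow subcluster 2.49%, 5.07% and 2.28%.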

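No separate chondrocyte-like subcluster was obtained at this resolution. Cells were therefore counted by 14 of the listed chondrocyte markers (*Col9a1*, *Comp*, *Matn3* and *Hapln1* among them), a count chosen after the subclusters were seen. Among cells thinned to 3000 UMIs, at least 3 markers were detected in 0 of 1882 Matrigel-only, 416 of 1266 Vehicle (32.9%, 95% interval 30.3 to 35.5%) and 1 of 1120 Palo cells (0.0893%). At least 5 markers were detected in 0, 232 (18.3%, 16.2 to 20.6%) and 0 cells, and both *Acan* and *Col2a1* in 0, 292 (23.1%, 20.8 to 25.5%) and 0. A count of 0 allows up to 0.196% of the Matrigel-only and 0.329% of the Palo cells. At 2 times the resolution, a subcluster of 17 Matrigel-only, 105 Vehicle and 0 Palo cells appeared, or 0.815%, 7.72% and 0 of the mesenchymal-like cells. It had 10 of 14 chondrocyte markers detected, and was left unnamed by a rule set after the data were seen, because adipocyte genes such as *Fabp4* and *Adipoq* were among its leading genes.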

**Fig. 5:**
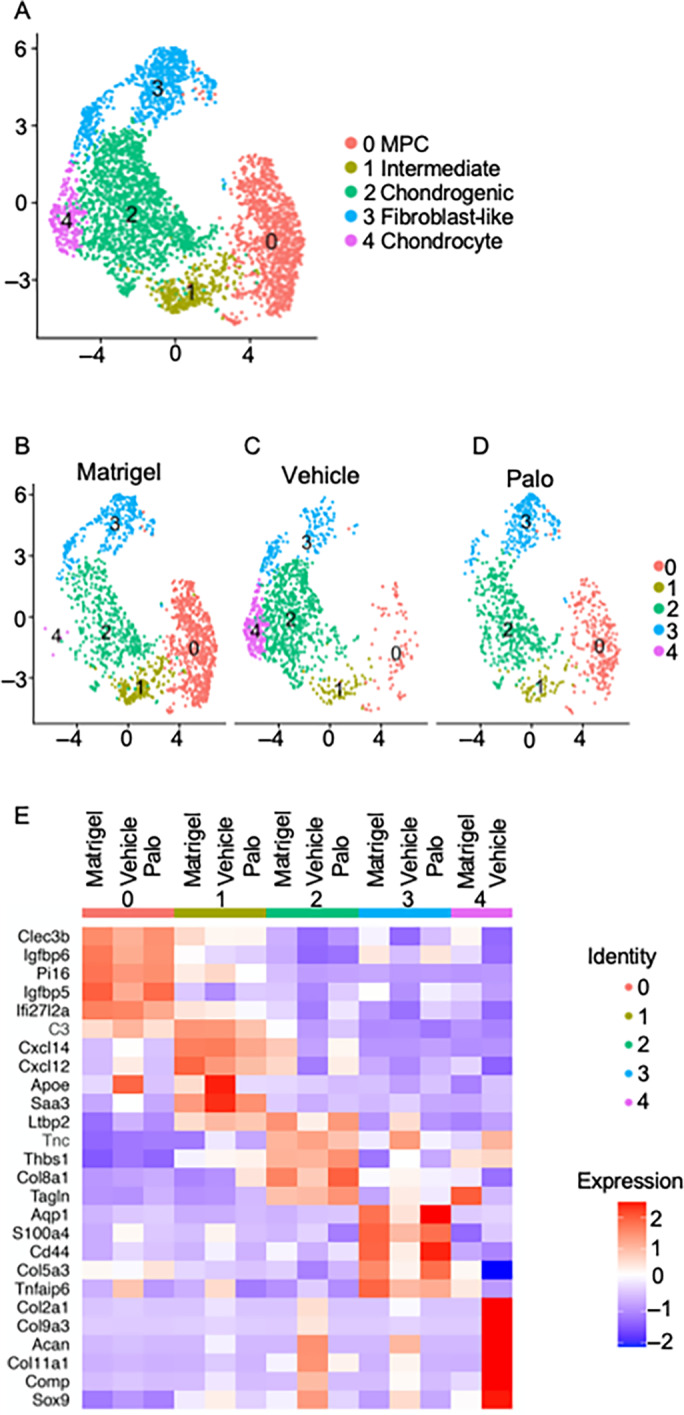
Further dissection of *Inhba*‐expressing cells yields five subclusters. Data sets of clusters 2 and 3 extracted from Matrigel‐only, Vehicle, and Palo samples shown in Figure 3 were subjected to a new round of analysis on their own. (*A*) Superimposition of UMAP data from all samples yielding five main subclusters (0–4) that based on differential gene expression were identified as mainly representing: subcluster 0, *Cd34+* mesenchymal progenitor cells (MPC); subcluster 1, progenitors with an intermediate phenotype geared to differentiation; subcluster 2, chondrogenic cells; subcluster 3, *Cd44+* fibroblast‐like cells; and subcluster 4, chondrocytes. (*B–D*) Individual UMAP data set of Matrigel‐only, Vehicle, and Palo samples. (*E*) Heat map of differentially expressed genes depicts the phenotypic diversity of cells in each of the five subclusters. Note that there were no cells to analyze in subcluster 4 Palo samples.

Phenotypically, subcluster 0 contained cells expressing markers of mesenchymal progenitor cells (MPC) such as *Cd34* (Fig. 6A–C).^(^ ^58^ ^)^ As pointed out above, the size of this subcluster was substantial in Matrigel‐only samples and had decreased sharply in Vehicle samples but was substantial again in Palo samples (Fig. 6A–C). This trend suggested that the mesenchymal cells were committing and differentiating under BMP2 regimen, likely toward chondrogenesis, and this path was obstructed and reversed by palovarotene. 

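*Cd34* lies on chromosome 1 of mm10 from 194938819 to 194961279 on the plus strand and encodes a surface sialomucin. In the MPC-like subcluster, 98.5% of 790 thinned Matrigel-only cells (95% interval 97.4 to 99.3%), 90.4% of 103 Vehicle cells (83.0 to 95.3%) and 94.0% of 302 Palo cells (90.7 to 96.4%) had a *Cd34* UMI. Without thinning, the shares were 98.2%, 93.9% and 99.4%. The levels were 1714 CPM, 1254 CPM and 1287 CPM. Vehicle and Palo differed by -3.66 percentage points (-11.2 to 1.77), within counting error. In subcluster 0, *Cd34* was detected in 45.8%, 5.62% and 28.6% of thinned cells, and in macrophage-like cells at the same depth in 1.93%, 0.945% and 1.09%.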

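Over all mesenchymal-like cells, the *Cd34* share at 3000 UMIs was 76.2% in Matrigel-only (95% interval 74.2 to 78.1%), 13.2% in Vehicle (11.4 to 15.2%) and 57.0% in Palo (54.1 to 59.9%). The level was 912, 118 and 513 CPM. Both the Vehicle and the Palo values lay below Matrigel-only, beyond counting error. From the size of the *Cd34* subcluster, small in Vehicle and larger in Matrigel-only and Palo, the paper proposes that mesenchymal cells committed under BMP2, likely toward cartilage, and that palovarotene obstructed and reversed this path.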

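*Cxcl12* (chromosome 6, 117168535 to 117181367) and *Cxcl14* (chromosome 13, 56288643 to 56296551) encode chemokines. In the MPC-like subcluster, 25.5% of thinned Matrigel-only, 46.8% of Vehicle (95% interval 36.9 to 56.9%) and 26.4% of Palo cells (21.5 to 31.8%) had a *Cxcl12* UMI, and 11.5%, 28.4% and 12.2% had *Cxcl14*. In subcluster 0, *Cxcl12* was detected in 61.5%, 9.75% (7.91 to 11.9%) and 53.6% (49.1 to 58.0%), at 690, 60.6 and 374 CPM. *Cxcl14* was detected there in 40.6%, 5.33% and 24.4%, at 536, 54.6 and 289 CPM. With no integration the *Cxcl14* difference between Vehicle and Palo in subcluster 0 changed sign, from -19.1 to 22.6 percentage points. The *Cxcl12* difference there went from -43.8 to 3.92 points, the latter within counting error. Subcluster 0 was in that setting another set of cells, with 128 Vehicle and 573 Palo cells. Without thinning, the *Cxcl12* shares of subcluster 0 were 79.4%, 24.3% and 82.4%. Macrophage-like cells at 3000 UMIs gave 1.50%, 0.525% and 0.932% for *Cxcl12* and 1.09%, 2.92% and 4.38% for *Cxcl14*.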

Cells in subcluster 1 expressed genes that are typical of cells committed to diversification and differentiation, including *Cxcl12* and *Cxcl14* (Fig. 5E), and likely participating in chondrogenesis as well (labeled as “intermediate” in Fig. 5A). 

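In subcluster 0, where all 9 chondrogenic markers were detected, 27.1% of 608 thinned Matrigel-only cells (95% interval 23.6 to 30.9%), 63.6% of 913 Vehicle cells (60.4 to 66.7%) and 21.0% of 504 Palo cells (17.6 to 24.9%) had a *Sox9* UMI. The levels were 121, 547 and 88.9 CPM, and the shares without thinning 50.5%, 89.3% and 49.9%. In the fibroblast-like subcluster *Sox9* was detected in 7.75%, 39.3% and 9.87% of thinned cells and in the MPC-like subcluster in 2.49%, 11.5% and 3.53%.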

Cells in subcluster 2 had a typical *Sox9*‐expressing chondrogenic phenotype (Fig. 6D–F), were more numerous in the Vehicle samples, and were lower again in Palo samples (Fig. 6F). 

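Within subcluster 0, *Acan* was detected in 0.0497% of the thinned Matrigel-only, 59.4% of the Vehicle (95% interval 56.2 to 62.6%) and 0.0946% of the Palo cells. *Col2a1* was detected in 30.1% of the Vehicle cells (27.1 to 33.2%) and in 0 of 608 Matrigel-only and 0 of 504 Palo cells. In the Vehicle fibroblast-like cells the shares were 31.2% for *Acan* and 15.6% for *Col2a1*, and in the Vehicle MPC-like cells 3.77% and 4.30%. Without thinning, 66.3% and 42.3% of the Vehicle cells of subcluster 0 had *Acan* and *Col2a1*. In the subcluster of 105 Vehicle cells that appeared at 2 times the resolution, the thinned shares were 97.7% and 90.7%.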

Subcluster 4 was composed of *Acan‐/Col2a1*‐expressing chondrocytes and was only clear in the Vehicle samples (Fig. 6G–L). 

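*Cd44* lies on chromosome 2 of mm10 from 102811141 to 102901665 on the minus strand and encodes a hyaluronan receptor. In the fibroblast-like subcluster, 87.8% of 310 thinned Matrigel-only (95% interval 83.6 to 91.2%), 49.1% of 192 Vehicle (41.8 to 56.4%) and 89.0% of 241 Palo cells (84.3 to 92.6%) had a *Cd44* UMI. The levels were 1444, 383 and 2071 CPM. Vehicle minus Palo was -39.9 percentage points, and -12.9 points without thinning. *Cd44* was also detected in 35.8%, 50.8% and 32.3% of macrophage-like cells at the same depth, so no class here gives its background. It was among the leading genes of the fibroblast-like subcluster, though left out of the clustering.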

Lastly, subcluster 3 was demarcated by traits such as the cell surface receptor *Cd44*, sharing this trait with progenitor and fibroblastic cells.^(^ ^59^ ^)^ The *Cd44+* cells were obvious in Matrigel‐only and Palo samples, but their number had dropped in Vehicle samples (Fig. 6M–O), a change that remains to be explained. Within the above phenotypic patterns, *Inhba*‐expressing cells constituted the bulk of subclusters 2–4 in Vehicle samples (Fig. 6Q), thus overlapping chondrogenic cells (Fig. 6E,H,K). 

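In the Vehicle library, *Inhba* was detected in 52.2% of the thinned cells of subcluster 0 (95% interval 48.9 to 55.5%), 77.7% of the fibroblast-like cells (71.1 to 83.4%) and 5.14% of the MPC-like cells (1.76 to 11.3%). Without thinning these shares were 80.2%, 91.3% and 10.5%. The levels were 497, 1698 and 86.2 CPM. Of the 981 Vehicle mesenchymal-like cells with an *Inhba* UMI, 743 (75.7%) lay in subcluster 0 and 178 (18.1%) in the fibroblast-like subcluster. The MPC-like share lies within the interval of the Vehicle T/NK-like cells, whose upper limit at this depth is 8.05%.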

Their number was markedly lower in both Matrigel‐only and Palo samples (Fig. 6P,R), the latter in conjunction with HO inhibition. 

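*Inhba* was detected in 6.68% (95% interval 4.82 to 8.96%) of the Matrigel-only and 18.2% (14.9 to 21.9%) of the Palo cells of subcluster 0, at 32.0 and 98.4 CPM. In the fibroblast-like subcluster the shares were 10.9% and 11.8%, at 50.0 and 62.8 CPM, and in the MPC-like subcluster 0.348% and 1.14%. The fibroblast-like cells of Vehicle were unlike the others in *Cd34*, detected in 8.22% against 81.4% in Matrigel-only and 74.1% in Palo. No subcluster was named fibroblast-like with no integration or with 15 principal components. With no integration the Vehicle and Palo shares of subcluster 0 differed by -9.52 percentage points in place of 34.0. Subcluster 0 was then another set of cells, with 128 Vehicle and 573 Palo cells, while 1073 Vehicle cells stood in a chondrocyte-like subcluster. Over all mesenchymal-like cells, Vehicle minus Palo stayed between 28.3 and 44.0 points in the 13 alternatives applied to it. When the Palo cells were weighted to the subcluster sizes of Vehicle, the *Inhba* share was 15.5% (13.4 to 17.7%), against 11.7% unweighted and 52.1% in Vehicle over the same subclusters. Of the alternatives, no thinning moved the weighted share most, to 35.2%, where 72.0% of all Vehicle mesenchymal-like cells had a UMI.

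**Figure D3:**
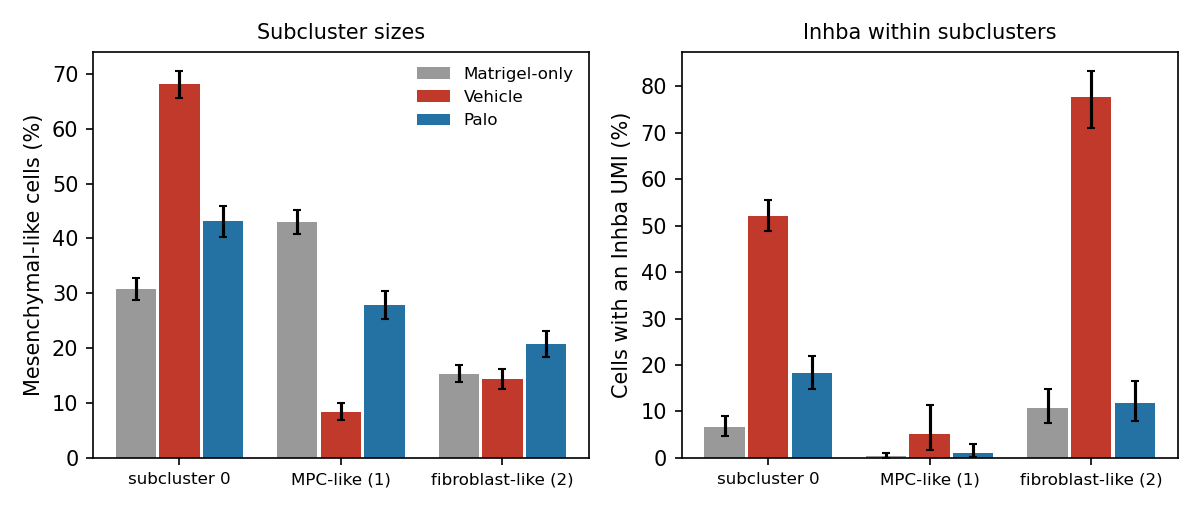
Left, size of subcluster 0, the MPC-like and the fibroblast-like subcluster as percent of the mesenchymal-like cells of each library. Right, percent of their cells with an *Inhba* UMI after thinning to 3000 UMIs, with exact 95% intervals as error bars. The Vehicle fibroblast-like cells reach 77.7%, against 11.8% in Palo, though these cells also differ in their *Cd34* share, 8.22% against 74.1%.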

The above trends were visualized and verified by developmental trajectory and pseudotime analyses^(^ ^60^, ^61^ ^)^ that revealed a developmental trajectory initiating in mesenchymal cell‐rich subcluster 0, transitioning through subclusters 1 and 2, progressing toward subcluster 3, and bifurcating toward the chondrocyte‐rich subcluster 4 in Vehicle as well as Matrigel‐only samples (Fig. 7). 

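Slingshot was not used here; its first step, a minimum spanning tree over the subcluster centroids, was computed in 30 principal components for each library. The MPC-like subcluster was the start. In the Matrigel-only library the MPC-like subcluster was joined to subcluster 0, the fibroblast-like and the macrophage-led subcluster, and subcluster 0 to the shallow subcluster, which gave 3 ends. In Vehicle, subcluster 0 was joined to each of the other subclusters, which gave 4 ends, the start counted as 1 of them. Apart from the start, both trees end in the same 3 subclusters, and they differ in whether the branching lies at the MPC-like subcluster or at subcluster 0. With nothing regressed out, the alternative that moved the trees most, the Matrigel-only and Palo trees had 5 ends each, a count that can include the start.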

The complete absence of bifurcation in Palo samples reaffirms the drug's potency against chondrogenesis and chondrocyte phenotypic expression.

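The Palo tree had the same branches as the Matrigel-only tree, with 3 ends. No chondrocyte-like subcluster stood in these trees, and such a tree gives every subcluster with cells a place. The trees at this resolution therefore cannot show whether a branch toward chondrocytes was absent in Palo. At 2 times the resolution, the subcluster whose markers matched chondrocytes best, unnamed because genes such as *Fabp4* and *Adipoq* led it, joined subcluster 0 in Vehicle (105 cells) and another subcluster in Matrigel-only (17 cells). It held 0 Palo cells, so the Palo tree had no branch to it. From the absence of the branch in Palo, the paper concludes that the drug is potent against chondrogenesis.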

**Fig. 6:**
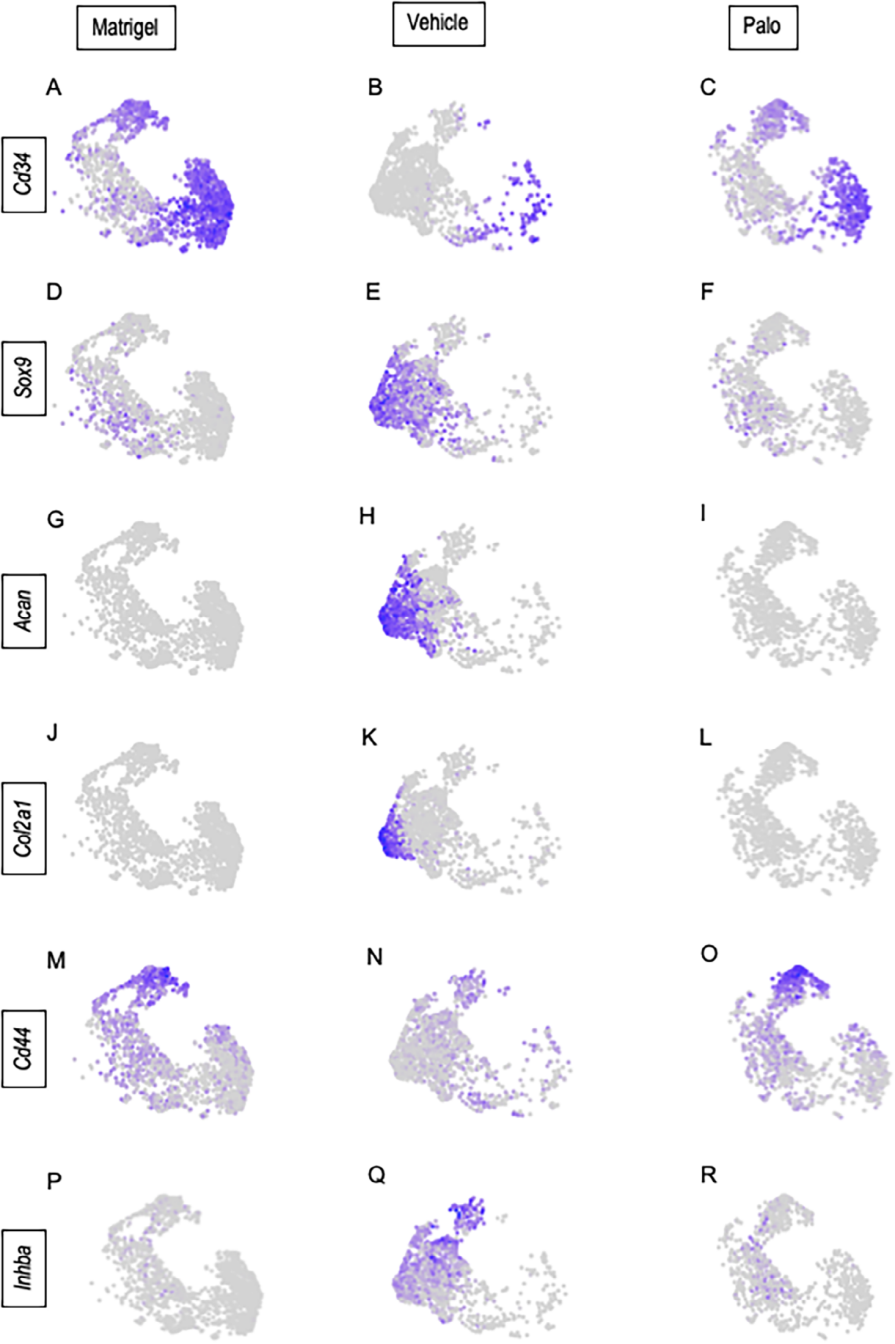
Phenotypes of cell populations present in the subclusters. UMAP plots from the individual Matrigel‐only, Vehicle, and Palo samples display the distribution of cell types in the five subclusters based on expression of typical marker genes: (*A–C*) *Cd34*; (*D–F*) *Sox9*; (*G–I*) *Acan*; (*J–L*) *Col2a1*; (*M–O*) *Cd44*; and (*P–R*) *Inhba*.

**Fig. 7:**
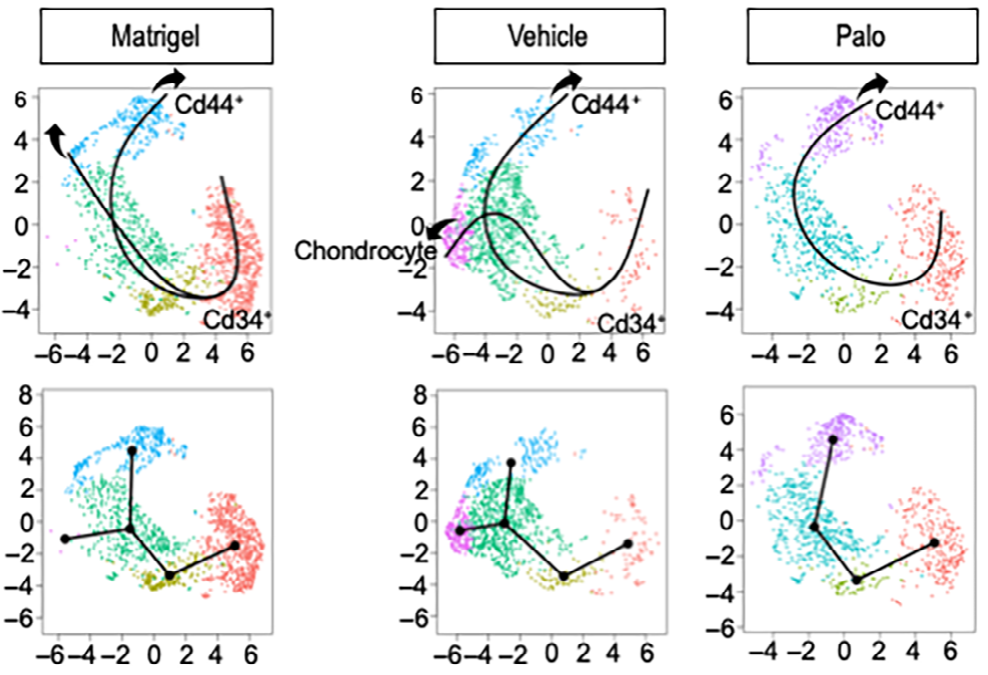
Pseudotime cell developmental trajectories based on differential gene expression patterns in the three experimental conditions. The trajectory predicts a developmental progression starting in subcluster 0 and advancing through subclusters 1 and 2 and ending in subcluster 4, with a clear bifurcation toward chondrocyte subcluster 4 appreciable in the Vehicle samples only.

### Palovarotene does not reduce *Inhba* expression in chondrogenic cells in vitro

Data above indicate that palovarotene administration resulted in a significant decrease in chondrogenic populations expressing *Inhba*/activin A present in developing HO masses. To determine whether palovarotene exerted direct effects on *Inhba* expression itself, we tested it in cultures of chondrogenic cells. Accordingly, growth plate chondrocytes were isolated from P3 ribs and sterna and were respectively reared in monolayer culture as described.^(^ ^36^, ^37^ ^)^ Starting on day 1, cultures were given vehicle or palovarotene (50 nM) added to the culture medium, a dose that maximally decreases chondrogenesis.^(^ ^42^ ^)^ Fresh medium and drug were given every other day. Cultures were harvested on days 4 and 7 and processed for histochemical staining with Alcian blue and for gene expression analysis. As to be expected, palovarotene treatment inhibited the chondrogenic and chondrocyte phenotype as indicated by the significant drop in Alcian blue staining of the extracellular matrix compared with vehicle control cultures (Fig. 8A–E). This was accompanied by a steep drop in gene expression levels for *Sox9*, *Acan*, and *Col2a1* in treated versus control cultures (Fig. 8F). However, palovarotene treatment did not have obvious inhibitory effects on *Inhba* expression (Fig. 8G).

**Fig. 8:**
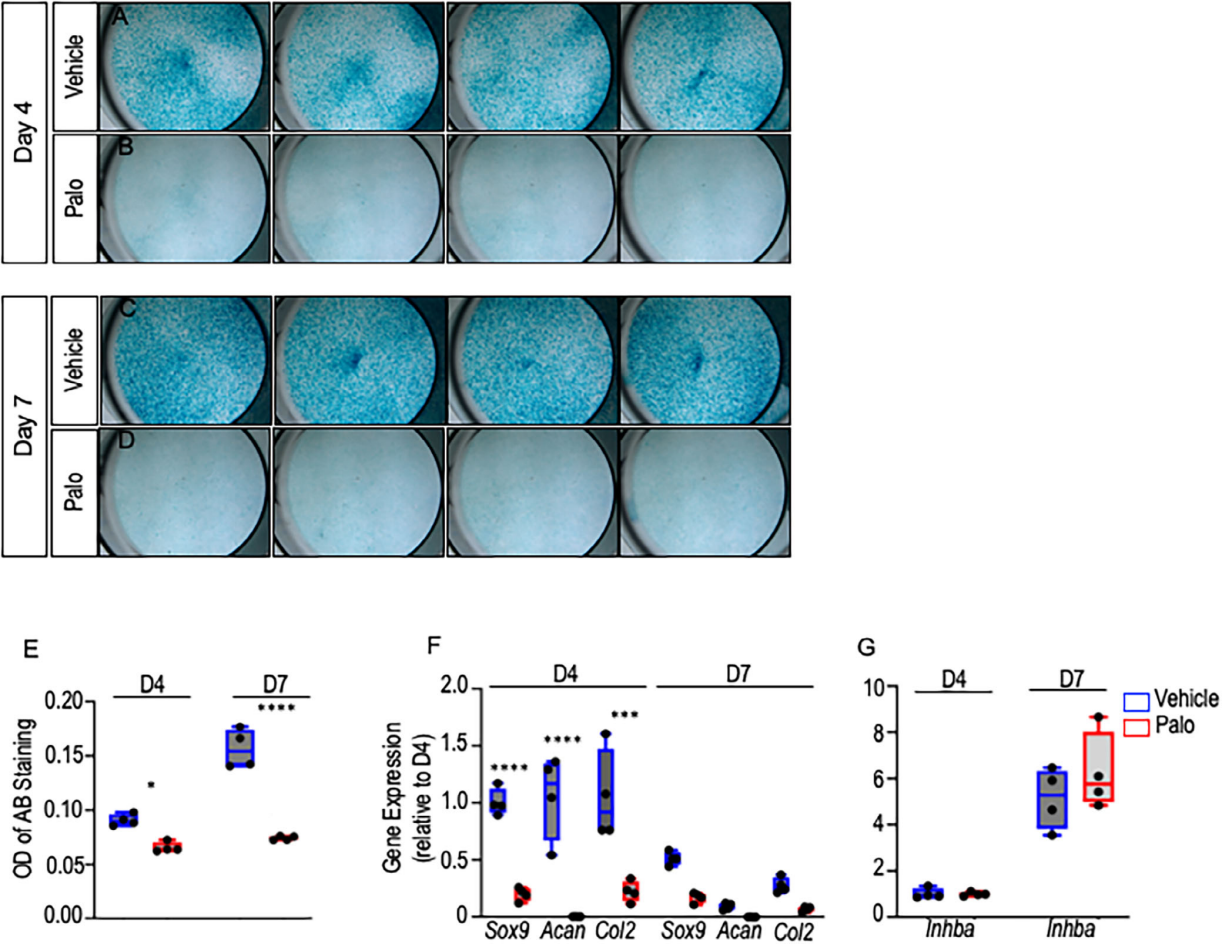
Palovarotene does not affect *Inhba* expression in cultures of chondrogenic cells. (*A–E*) Day 4 and day 7 images and quantification of Alcian blue staining of P3 chondrocytes treated with Vehicle or palovarotene (50 nM). (*F*) Expression of chondrogenic genes *Sox9*, *Acan*, and *Col2a1* and (*G*) *Inhba* in days 4 and 7 Vehicle versus palovarotene‐treated cultures. *p ≤ 0.05, ***p ≤ 0.001, and ****p ≤ 0.0001. *n* = 4 independent experiments and data are presented as means ± SD.

## Discussion

In line with our central hypothesis, the data in the present study demonstrate that palovarotene intersects with activin A along its path of therapeutic action against HO. We find that there is a substantial decrease in *Inhba*‐expressing/activin A‐producing cell populations present within the developing HO masses after palovarotene administration. In vehicle BMP2 controls, these *Inhba*‐expressing cell populations exhibit a committed chondrogenic and chondrocyte character, and, thus, their sharp decrease after palovarotene treatment is likely to be coupled causally to HO diminution. This interpretation is sustained by previous studies from this and other laboratories showing that activin A promotes chondrogenic cell differentiation.^(^ ^30^, ^62^ ^)^ A decrease in *Inhba*‐expressing cells could thus reduce chondrogenesis and, in turn, HO progression. It is of interest to note also that there was a clearly slower invasion of cells within the Matrigel scaffold and a paucity of cells reaching its deepest central region during palovarotene administration. It is not clear yet how palovarotene exerted such outcome, whether this response reflected a change in overall cell populations recruited during drug administration and/or whether the drug was able to directly affect cell migration or invasiveness. Although to be sorted out, these observations raise the more general issue as to how stem and progenitor cells normally sense and respond to tissue damage and inflammation and are recruited and/or guide themselves toward incipient HO sites to participate in its pathogenesis. A decrease in cell recruitment/migration could contribute to drug therapeutic potency. Considered together, our data indicate that palovarotene acts at several levels in its action against HO formation, inhibiting not only canonical BMP signaling^(^ ^17^, ^42^, ^63^ ^)^ and chondrogenesis^(^ ^16^, ^17^ ^)^ but also *Inhba*‐expressing cells participating in HO and, possibly, their recruitment. The data expand palovarotene's reach and action against HO pathogenic culprits and explain its effectiveness against it. We should note that there have been recent experimental advances in the identification of other potential HO targets. For example, Agarwal and colleagues found that the hypoxia factor Hif1α regulates mesenchymal cell recruitment and condensation during trauma‐induced HO and its pharmacologic inhibition dampens HO. Chen and colleagues observed that osteochondroprogenitors in mouse tendons require mTOR signaling for differentiation and that local pharmacologic inhibition of mTOR signaling suppressed trauma‐induced HO.^(^ ^64^ ^)^ A recent study identified the collagen cell surface receptor DDR2 (discoidin domain receptor 2) as a key regulator of mesenchymal cell behavior and HO in a mouse trauma model, and targeting it pharmacologically or genetically reduced HO.^(^ ^65^ ^)^ Altogether then, the HO research field continues to uncover important insights into HO pathogenesis and to point to effective possible therapeutic remedies.

The RARs are of central importance to development and physiology and regulate many processes at the cellular and molecular levels.^(^ ^21^ ^)^ Of note, ablation of retinyl aldehyde 2 (*Raldh2*)—the gene product turning natural inert cytoplasmic retinoid precursors into biologically active, RAR‐binding all‐*trans*‐retinoic acid—is incompatible with life and arrests embryonic development at the morula stage before gastrulation.^(^ ^66^ ^)^ As summarized above, the RARs are effective in regulating biological processes because they can act as transcriptional activators when associated with retinoic acid or other active ligands and as transcriptional repressors when unliganded.^(^ ^21^ ^)^ It is this fine‐tuned biology and its importance that have long attracted interest in using natural or synthetic retinoid agonists and antagonists to differentially modulate RAR function and exert desirable beneficial outcomes.^(^ ^67^ ^)^ An example of a natural clinically relevant retinoid is all‐*trans*‐retinoic acid, which is used to treat certain forms of leukemia, provoking tumor cell differentiation and inhibiting their cancerous character.^(^ ^68^ ^)^ Regarding synthetic retinoids, we recently showed that pathological premature growth plate closure in mice receiving a clinically relevant cancer drug can be prevented by systemic administration of a synthetic retinoid antagonist.^(^ ^69^ ^)^ An example of a recently FDA‐approved synthetic retinoid γ‐agonist is trifarotene, which is indicated for the treatment of acne.^(^ ^70^ ^)^ Synthetic retinoids are thus emerging as effective and possibly safer treatments for various disorders given their greater RAR specificity and selectivity compared with natural retinoids, eliciting fewer side effects and strengthening their clinical profile.^(^ ^67^ ^)^ Palovarotene was recently approved by HealthCanada for the treatment of FOP, and the data here explain in greater detail its therapeutic reach and action against HO.

Activin A was initially identified as a factor promoting the release of pituitary follicle stimulating hormone, hence its name.^(^ ^71^ ^)^ But over time, it has become apparent that activin A regulates many physiologic processes, including cell proliferation and differentiation, wound repair, and immune responses.^(^ ^54^ ^)^ Activin A is secreted as a dimer that is noncovalently bound to its pro‐domain, interacts with binding proteins and components that facilitate and/or limit its bioavailability including heparan sulfate‐rich proteoglycans and follistatin, and signals by interaction with cell surface type 1 and type 2 serine/threonine kinase receptors, including ALK4 and ALK7.^(^ ^72^ ^)^ We previously showed that there are three human activin A variants differing in their primary structure and exhibiting differential binding affinities for heparan sulfate, thus likely possessing diverse matrix interactive properties, distribution, and biological activities.^(^ ^73^ ^)^ Activin A roles in immunity have attracted much and well‐deserved attention.^(^ ^54^ ^)^ The protein is most notably produced by macrophages in which it exerts pro‐ or anti‐inflammatory effects depending on their activation status, and is also produced by cells including neutrophils and T cells.^(^ ^54^ ^)^ Activin A's roles in the musculoskeletal system were originally suggested by the finding that the protein is abundant in the bone matrix.^(^ ^74^ ^)^ It was then found that activin A promotes osteoblastogenesis,^(^ ^75^ ^)^ can influence the balance between that process and adipogenesis in marrow,^(^ ^76^ ^)^ and is required for chondrogenic differentiation of bone marrow mesenchymal progenitor cells.^(^ ^62^ ^)^ More recent studies demonstrating activin A's roles in promoting genetic and acquired HO are thus very much in line with those previous findings.^(^ ^27^, ^30^ ^)^ Given the complex nature of activin A biology, it is possible that the protein may exert equally complex roles in HO pathogenesis, including participating in the initial inflammatory phase as a product of macrophages and then promoting chondrogenic differentiation and chondrocyte function. Thus, targeting activin A to restrain or even prevent HO is based on solid ground. The data here provide strong evidence that by directly or indirectly dampening activin A‐producing cells present at HO forming sites, palovarotene can mitigate activin A action and in turn counteract yet one more culprit in HO pathogenesis.

It is important to note the limitations of the present study. The subdermal Matrigel/BMP implantation model used here is a popular and well‐established approach to study HO but does and cannot reproduce clinical HO in its entirety. This is an experimental conundrum that applies to the several other experimental HO models created in several animal species over the years.^(^ ^2^ ^)^ Thus, data generated here need to be considered and evaluated with caution. Our study has focused on the initial phases of the HO process, with the aim of capturing the processes and mechanisms that set the overall pathogenesis in motion. Later time points, and particularly those during which bone and marrow develop, would need to be examined in the future. We have not observed a direct effect of palovarotene on *Inhba* gene expression as we had expected to find. It is possible that the cell populations used in these in vitro studies may not contain direct targets of drug action, and if so, the study would need to be extended to other and diverse populations in the future to characterize gene sensibility and responses.

## Author Contributions

**Christina Mundy:** Conceptualization; data curation; formal analysis; investigation; writing – review and editing. **lutian yao:** Conceptualization; data curation; formal analysis; investigation; writing – review and editing. **Kelly A. Shaughnessy:** Data curation; formal analysis; methodology; validation. **Cheri Saunders:** Formal analysis; investigation; methodology; validation. **Eileen M. Shore:** Conceptualization; formal analysis; writing – review and editing. **Eiki Koyama:** Data curation; formal analysis; investigation; validation; visualization. **Maurizio Pacifici:** Conceptualization; data curation; formal analysis; funding acquisition; supervision; writing – original draft.

### Peer Review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/jbm4.10821.

## Disclosures

All authors state that they have no conflicts of interest.

## Supporting information

**Fig. S1.** Violin plot of expression of immune cell marker genes. Click here for additional data file.

**Fig. S2.** Gene set variation analysis (GSVA) of KEGG pathway database and Hallmark gene sets for cell clusters in day 5 HO samples. Note that the Vehicle group displayed a significant and distinct upregulation of glycolysis and hypoxia pathways known to be important for chondrogenesis that are markedly reduced after Palovarotene administration (yellow box area). Note also that inflammatory pathways were particularly prominent in immune cell clusters (upper right). Click here for additional data file.

**Fig. S3.** CellChat signaling analysis of putative interactions amongst cell populations present in the HO masses delineated in Fig. 3. Only 8 cell groups are shown here because clusters 0, 1, 4 and 10 from Fig. 3 – all representing macrophages largely – were combined into a single population. (*A, B*) Palo group is predicted to exhibit a significant decrease in interactions amongst populations including mesenchymal 1 and mesenchymal 2/skeletogenic cells, possibly reflecting drug's ability to dampen cartilage formation. (*C*) Left panel: Comparison of signaling from Mesenchymal/Skeletogenic to other cell populations. Right panel: Comparison of signaling from other cell populations to Mesenchymal/Skeletogenic cluster. Blue color indicates a decreased number in interactions in Palo treatment group compared with Vehicle. Red color indicates an increased number of interactions in Palo treatment group compared with Vehicle. Click here for additional data file.

**Table S1.** Sequences of the primers used to determine expression of chondrogenic markers and genes. Click here for additional data file.

**Table S2.** Number and percentage of different cell types in 3 conditions. Click here for additional data file.

**Table S3.** Number and percentage of different cell types of mesenchymal lineage in 3 conditions. Click here for additional data file.

# Supplementary material for: Palovarotene Action Against Heterotopic Ossification Includes a Reduction of Local Participating Activin A‐Expressing Cell Populations
**Source:** JBMR Plus. 2023 Oct 19;7(12):e10821. doi: 10.1002/jbm4.10821
**Supplement:** Supplementary file 4 — Table S1. Sequences of the primers used to determine expression of chondrogenic markers and genes.

**Table S1.** Sequences of the primers used to determine expression of chondrogenic markers and genes.

| Gene | Accession No. | Forward Sequence (5’-3’) | Reverse Sequence (5’-3’) | Size (bp) |
| --- | --- | --- | --- | --- |
| *Acan* | NM_007424 | ggagcgagtccaactcttca | cgctcagtgagttgtcatgg | 120 |
| *Col2a1* | NM_031163 | ctacggtgtcagggccag | gtgtcacacacacagatgcg | 116 |
| *Sox9* | NM_0011448 | gagctcagcaagactctggg | cggggctggtacttgtaatc | 131 |
| *Rn18s* | NR_003278 | gcaattattccccatgaacg | ggcctcactaaaccatccaa | 113 |

# Supplementary material for: Palovarotene Action Against Heterotopic Ossification Includes a Reduction of Local Participating Activin A‐Expressing Cell Populations
**Source:** JBMR Plus. 2023 Oct 19;7(12):e10821. doi: 10.1002/jbm4.10821
**Supplement:** Supplementary file 5 — Table S2. Number and percentage of different cell types in 3 conditions.

|  | Matrigel | | Vehicle | | Palo | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Cell # | Cell % | Cell # | Cell % | Cell # | Cell % |
| 0 Macrophage | 3974 | 45.5% | 2153 | 39.3% | 3463 | 47.5% |
| 1 Macrophage | 2039 | 23.4% | 1289 | 23.5% | 2031 | 27.8% |
| 2 Mesenchymal | 1146 | 13.1% | 1286 | 23.5% | 866 | 11.9% |
| 3 Mesenchymal | 952 | 10.9% | 132 | 2.4% | 334 | 4.6% |
| 4 Macrophage | 303 | 3.5% | 67 | 1.2% | 295 | 4.0% |
| 5 T/NK cell | 146 | 1.7% | 297 | 5.4% | 97 | 1.3% |
| 6 Dendritic cell | 141 | 1.6% | 40 | 0.7% | 94 | 1.3% |
| 7 Granulocyte | 3 | 0.0% | 85 | 1.6% | 15 | 0.2% |
| 8 Mast cell | 1 | 0.0% | 95 | 1.7% | 0 | 0.0% |
| 9 B cell | 21 | 0.2% | 30 | 0.5% | 28 | 0.4% |
| 10 Macrophage | 2 | 0.0% | 2 | 0.0% | 73 | 1.0% |
|  |  |  |  |  |  |  |

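The cells of each cluster were recounted from the deposited UMI counts after the same limits on cells. The paper's clusters 2 and 3 hold 2098 Matrigel-only, 1418 Vehicle and 1200 Palo cells by its own count, or 24.0%, 25.9% and 16.4% of 8728, 5476 and 7296 cells. The rebuilt mesenchymal-like clusters hold 2088, 1362 and 1186 cells of 8728, 5478 and 7297. The paper's T/NK cluster holds 146, 297 and 97 cells, against 146, 292 and 98 rebuilt. Macrophage and dendritic clusters of the paper together make up 74.0%, 64.8% and 81.6% of the cells.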

**Table S2.** Number and percentage of different cell types in 3 conditions.

# Supplementary material for: Palovarotene Action Against Heterotopic Ossification Includes a Reduction of Local Participating Activin A‐Expressing Cell Populations
**Source:** JBMR Plus. 2023 Oct 19;7(12):e10821. doi: 10.1002/jbm4.10821
**Supplement:** Supplementary file 6 — Table S3. Number and percentage of different cell types of mesenchymal lineage in 3 conditions.

**Table S3.** Number and percentage of different cell types of mesenchymal lineage in 3 conditions.

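The percentages of the paper in this table are over 1748 Matrigel-only, 1281 Vehicle and 1065 Palo cells. Its count of clusters 2 and 3 is larger by 350, 137 and 135 cells. The paper's MPC share is 44.7%, 6.32% and 26.7% of those cells and its fibroblast-like share 17.9%, 13.7% and 24.5%. The rebuilt MPC-like and fibroblast-like shares are over 2088, 1362 and 1186 cells and so have another denominator. Of the cells the paper counts as chondrocytes, 4 are Matrigel-only, 234 Vehicle and 0 Palo.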

|  | Matrigel | | Vehicle | | Palo | |
| --- | --- | --- | --- | --- | --- | --- |
|  | Cell # | Cell % | Cell # | Cell % | Cell # | Cell % |
| 0 MPC | 781 | 44.7% | 81 | 6.3% | 284 | 26.7% |
| 1 Intermediate | 184 | 10.5% | 66 | 5.2% | 60 | 5.6% |
| 2 Chondrogenic | 466 | 26.7% | 725 | 56.6% | 460 | 43.2% |
| 3 Fibroblast-like | 313 | 17.9% | 175 | 13.7% | 261 | 24.5% |
| 4 Chondrocyte | 4 | 0.2% | 234 | 18.3% | 0 | 0.0% |
|  |  |  |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

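Single cells of day 5 masses were measured by droplet RNA sequencing, with 1 library for each of 3 conditions. The authors aligned the reads with Cell Ranger 3.0.2 and deposited UMI counts per barcode and gene, with no normalization or batch correction stated. The count files held 31053 genes, of which 36 symbols were repeated, and the cells of the authors' own clusters were not used here. The number of masses, 6 per group, comes from the legends.

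Cells with more than 6000 or fewer than 200 genes or more than 5% mitochondrial UMIs were left out. Counts were scaled to 10000 per cell, and Seurat 5.3.0 in R 4.3.3 integrated the libraries by anchors on 2000 variable genes. UMIs, mitochondrial share and cell cycle scores were regressed out, and 30 principal components were kept. The 9 measured genes were left out of clustering. Resolutions from 0.05 to 2 were tried upward until at least 11 clusters, then at least 5 subclusters, were reached. The number of clusters is sensitive to floating-point detail: an earlier run with another linear algebra kernel gave 11 clusters at 0.15, and the kernel was then fixed. A marker counted as detected in a cluster when at least 10% of its cells had a UMI and its level was above the mean of the clusters. A cluster took the type with the largest detected share of its list. It stayed unnamed when fewer than 3 markers were detected, when its 10 leading genes held as many or more markers of another type, or when it was shallow with 0 markers of its type among them. Gene positions are those of GENCODE vM21 on mm10.

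Shares of cells were computed after thinning by the hypergeometric formula. Depth was the lowest of the libraries' 10th percentiles rounded down to a multiple of 100. Differences of shares carry Newcombe intervals and ratios of levels conditional binomial intervals. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, edgeR 4.0.16 gave TMM factors, and Scrublet ran through scanpy 1.11.5. Scrublet's own threshold called 1 Matrigel-only, 2 Vehicle and 1 Palo cells, so the highest scores at 0.8% per 1000 cells were called in its place, 683, 290 and 498 cells.

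Genes named without a claim were the 5 with the largest ratio in each direction among genes with at least 50 CPM. Lists of genes were compared with 10000 random lists drawn from the 200 genes nearest in expression, and ratios used CPM with 5 added. For the retinoid list, Palo over Matrigel-only, the median log2 ratio was -0.11 in mesenchymal-like and -0.00 in macrophage-like cells, and for the BMP response list 0.05 in each. In a simulated test, 100% of 200 changed genes were among the 200 largest ratios of 6470, with a median absolute error of 0.0397. Counts were drawn from the Matrigel-only mesenchymal-like levels with counting error only. No spread between cells or libraries was simulated, so this does not show how 1 library per condition behaves. Thinned shares were off by at most 0.228 percentage points. Of 200 random lists 4.5% lay above the 95th percentile, and 96.5% did when raised by 0.5. These lists were drawn from simulated independent values and were not matched on expression.

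Before the data were examined, 16 alternatives were set, and 4 were added after. Also chosen after the data were seen were the adipocyte list and the rule that kept names from subclusters, the chondrocyte marker counts, the limit of 1% mesenchymal UMIs, reweighting by share, the replaced doublet threshold, several tests of explanations and the final set of results carried through the alternatives. A new clustering without the macrophage-led and shallow subclusters was dropped, and these cells were left out without clustering again. CellChat, gene set variation analysis and Slingshot were not used here, and histology, protein and PCR data were not analysed here.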

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

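The genes singled out here were picked by a log2 ratio of at least 2, a rule set after the data were seen, and all tests of them were chosen after the results; the test of the barcodes with over 6000 genes was set before.

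The filter of 6000 genes left out 103 Vehicle barcodes that had at most 5% mitochondrial UMIs, against 16 Matrigel-only and 21 Palo barcodes. By markers 101 of the 103 were mesenchymal (98.1%, 95% interval 93.2 to 99.8%), 89 of these had an *Inhba* UMI and 55 had *Acan*. Their median depth was 38568 UMIs. Doublets of a macrophage and a mesenchymal cell could detect over 50% of both marker lists, and 9.71% of them did (4.75 to 17.1%). How often true doublets do so was not measured. The low share argues against such doublets for most of these barcodes only if true doublets usually pass that mark. Doublets of 2 mesenchymal cells, which could look the same, were not tested and stay open.

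*Tgm2* in macrophage-like cells had a log2 ratio of 3.45 of Vehicle over Matrigel-only, from 7.26 to 129 CPM. RNA or cells of the mesenchymal class as a possible source is excluded, because the Vehicle mesenchymal level was 23.5 CPM, below that of the macrophages. Leaving out barcodes with over 1% mesenchymal UMIs removed -9.54% of the rise, that is, the rise grew, to a log2 ratio of 3.56. A change of the macrophages themselves stays a hypothesis, since 1 library per condition cannot separate it from a difference between the libraries.

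*Id3* in macrophage-like cells had a log2 ratio of 2.61 of Vehicle over Matrigel-only. The rise was 14.9% of the Vehicle mesenchymal level, against 0.0872 to 11.0% for 16 mesenchymal genes, a test that cannot tell. Leaving out barcodes with over 1% mesenchymal UMIs removed 85.0% of the rise and left a log2 ratio of 0.86, so mesenchymal RNA or cells in these barcodes may account for most of it. The label of the first test was changed to undecided after its value was seen.

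*Bambi* in mesenchymal-like cells had a log2 ratio of 2.54 of Vehicle over Matrigel-only, from 8.03 to 70.8 CPM. Macrophage RNA as a possible source is excluded, because the Vehicle macrophage level was 13.4 CPM (11.4 to 15.6). Whether the rise reflects BMP signalling in these cells or the sampling of 1 library stays open.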

How the results depend on the processing

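The alternatives without the macrophage barcodes rich in mesenchymal UMIs, with the *Mmp12*-led cluster counted as macrophages, with no upper limit on genes and without the macrophage-led and shallow subclusters were chosen after the results were seen, and so was the final set of results they were applied to. Values are percentage points for shares, Vehicle minus the other library, and log2 ratios for levels. Of 675 comparisons over 67 results that bear on a conclusion, 526 stayed the same, 145 moved beyond the interval or limit set for the result (36 to a larger and 109 to a smaller effect) and 4 changed sign with both intervals clear of 0. Of 219 comparisons over 22 further results, 213 stayed the same and 6 moved. No paired analysis was possible because each library came from other mice and no sample stands in more than 1 group.

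These 4 sign changes came with no integration. The *Cxcl14* difference in subcluster 0 between Vehicle and Palo became 22.6, the *Inhba* difference there -9.52, and the share of subcluster 0 became -22.1 against Matrigel-only and -39.3 against Palo. Subcluster 0 is there the subcluster with most of its original cells, and by construction it lost the Vehicle cells, of which 1073 stood in a chondrocyte-like subcluster. In subcluster 0 the *Acan* difference was 5.46, *Sox9* 8.44 and *Cxcl12* 3.92 (-5.70 to 13.3), which also has the other sign but an interval that includes 0. The MPC-like share was -49.4 against Matrigel-only and -34.7 against Palo. *Inhba* in macrophage-like cells had log2 ratios of 3.99 (Matrigel-only) and 3.73 (Palo) and share differences of 0.838 and 0.860. The reweighted *Inhba* level was 65.4 CPM and the reweighted share 11.9%. Dendritic differences were -0.938 and -0.590, macrophage differences -12.7 against each library, and the macrophage glycolysis and hypoxia medians of Vehicle over Palo 0.63 and 0.91. The *Mmp12*-led cluster stayed unnamed in this setting and counted as neither dendritic nor macrophage. No other cause of these changes was tested.

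With no thinning, differences were larger, since deeper cells show more genes: *Acan* 55.8 and 55.5 in mesenchymal-like cells (against Matrigel-only and Palo) and 66.0 in subcluster 0, *Col2a1* 36.5 and 36.6, *Sox9* 54.5 against Matrigel-only, and *Inhba* 61.3 and 44.0. *Inhba* in macrophage-like cells was 3.54 and 3.50 and the reweighted share 35.2%. *Cxcl12* and *Cxcl14* in subcluster 0 were -58.1 and -28.0. *Prrx1* shrank to -2.15 and -5.12 and *Cd44* in fibroblast-like cells to -12.9, as nearly all deep cells show an abundant gene.

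Thinning to 2 times fewer UMIs gave *Acan* 44.6 against each library and 53.6 in subcluster 0, *Col2a1* 22.2 against each library, *Sox9* 32.7 and 32.1, and 34.3 in subcluster 0. *Inhba* was 34.8 and 30.4 in mesenchymal-like cells, 25.7 in subcluster 0, 56.6 in fibroblast-like and 0.693 and 0.706 in macrophage-like cells, with a reweighted share of 9.04%. *Cxcl12*, *Cxcl14* and *Cd44* were -30.2, -13.5 and -47.9. Requiring at least 2 UMIs gave *Acan* 44.3 against each library and 53.0 in subcluster 0, *Col2a1* 20.4 against each library, *Sox9* 30.7 and 30.9, and 34.8 in subcluster 0. *Inhba* was then 30.8 and 28.3 in mesenchymal-like cells, 23.7 in subcluster 0 and 0.174 against each library in macrophage-like cells, and the reweighted share 4.45%. *Prrx1* was -28.9 and -29.2, *Cxcl12* -25.3, *Cxcl14* -10.9 and *Cd44* -55.6. Both settings lower detection by construction.

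With each cell named by its own markers, *Acan* was 45.6 and 45.5, *Col2a1* 22.6 against each library, *Sox9* 36.1 and 35.4 and *Inhba* 39.1 and 33.7 in mesenchymal-like cells. *Inhba* in macrophage-like cells had log2 ratios of 3.36 and 3.67 and share differences of 0.817 and 0.851. The BMP response median in macrophages was 0.0124 and 0.0152, the macrophage share was -8.99 and -17.9, and the mesenchymal share 10.7 against Palo. With nothing regressed out, *Inhba* in macrophage-like cells had log2 ratios of 3.399 and 3.89 and share differences of 0.831 and 0.872. The BMP response median in macrophages was 0.00301 against Matrigel-only and 0 against Palo. Dendritic differences were -0.521 and -0.211, macrophage differences -8.42 and -15.6, and the share of subcluster 0 differed by 27.6 and 16.8. The Matrigel-only and Palo trees had 5 ends each, a count that can include the start. With nothing regressed out the *Mmp12*-led cluster was named macrophage-like, which moved its cells from the dendritic to the macrophage share. No other cause was tested.

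With 15 principal components, the dendritic differences were -0.890 and -0.553, the MPC-like share -26.8 and -10.9, *Prrx1* -17.1 and -15.8, *Cd34* in MPC-like cells -15.7 against Palo, the share of subcluster 0 33.0 against Matrigel-only, and the mesenchymal share -0.743 against it, of the other sign but with 0 in both intervals. The reweighted *Inhba* level was 77.3 CPM, its share 13.0%, and the ligand-receptor count of Vehicle over all classes 71. With up to 10% mitochondrial UMIs, dendritic differences were -0.893 and -0.469, macrophage differences -8.05 and -15.4, *Inhba* against Matrigel-only 43.8 and the reweighted share 13.3%. Clustering with the measured genes gave dendritic differences of -0.901 and -0.553 and macrophage differences of -7.18 and -14.5. Without Scrublet's doublets the dendritic differences were -0.788 and -0.498 and the macrophage difference against Palo -1.59. Clustering at 2 times the resolution gave *Acan* 54.4 in the chondrogenic-like subcluster, its share 30.3 and 16.8, and the MPC-like share -16.3 against Palo. Where the dendritic differences shrank, the *Mmp12*-led cluster was named macrophage-like or stayed unnamed. No other cause was tested.

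Weighting each cell equally gave *Inhba* log2 ratios of 4.01 and 4.42 in macrophage-like and 5.08 in mesenchymal-like cells over Matrigel-only. Presence of a ligand or receptor in 25% of cells left 9 Matrigel-only, 15 Vehicle and 1 Palo combinations over shared classes and 9, 31 and 1 over all. Without macrophages whose UMIs were over 1% mesenchymal, *Inhba* log2 ratios were 3.3993 and 3.55 and share differences 0.768 and 0.802. With the *Mmp12*-led cluster counted as macrophages, the macrophage share differed by -7.27 and -14.4. Normalization by TMM, a pseudocount of 1 CPM, a tree in 15 components, no upper limit on genes, and leaving out the macrophage-led and shallow subclusters moved no result that bears on a conclusion beyond its limit, of the 20, 16, 3, 25 and 20 results to which they were applied. For gene lists that limit is an interval over genes and is wide: a pseudocount of 1 CPM raised the macrophage BMP response medians from 0.47 to 1.13 against Matrigel-only and from 0.42 to 0.96 against Palo, and the macrophage hypoxia median against Palo from 1.34 to 1.77.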

Differences from the paper's values

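Apart from the naming of the *Mmp12*-led cluster, no cause was examined for the differences in this part. The counts of chondrocyte-marker cells in it were chosen after the results were seen.

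The dendritic share of cells differs. The paper's tables give 1.62% in Matrigel-only, 0.730% in Vehicle and 1.29% in Palo, and the rebuilt clusters gave 15.2%, 11.3% and 22.0%. The *Mmp12*-led cluster, with 13.6%, 10.6% and 20.7% of the cells, was named dendritic-like by the markers. The other dendritic-like cluster alone held 1.62%, 0.748% and 1.30%, close to the paper's values. The naming of the *Mmp12*-led cluster thus accounts for the dendritic difference. The paper's macrophage clusters together hold most cells. Of the alternatives set before the data were examined, up to 10% mitochondrial UMIs (1.70%, 0.806% and 1.28%), no doublets by Scrublet (1.54%, 0.748% and 1.25%), no integration (1.65%, 0.712% and 1.30%), clustering with the measured genes (1.65%, 0.748% and 1.30%) and 15 principal components (1.64%, 0.748% and 1.30%) no longer differ. With nothing regressed out, Matrigel-only (1.71%) and Palo (1.40%) no longer differ and Vehicle (1.19%) does. With 2 times the resolution (15.2%, 11.4% and 22.4%) all 3 differ.

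The macrophage share was 58.9% in Matrigel-only, 54.6% in Vehicle and 58.9% in Palo, below the paper's 72.4%, 64.1% and 80.3%. The MPC-like share of Vehicle was 8.37% of 1362 mesenchymal-like cells (95% interval 6.95 to 9.97%), beside the paper's 6.32% of 1281. With the measured genes in clustering the macrophage share was 72.3%, 65.1% and 79.6%, with up to 10% mitochondrial UMIs 72.6%, 64.6% and 80.0%, and with nothing regressed out 72.2%, 63.8% and 79.4%, all close to the paper's. With the *Mmp12*-led cluster counted as macrophages, an alternative chosen after seeing the values, Vehicle minus Palo was -14.4 percentage points in place of -4.30. With 2 times the resolution and with 15 components the shares stayed below the paper's (58.8%, 54.6% and 58.5%, and 56.0%, 53.2% and 56.1%). Some alternatives gave larger gaps. The macrophage share was 36.1% in Vehicle and 48.7% in Palo with no integration and 52.5% in Palo without Scrublet's doublets. In both settings the *Mmp12*-led cluster stayed unnamed and so was not counted as macrophages. The MPC-like share of Vehicle, 6.32% in the paper, was 7.45% with nothing regressed out and 7.72% without Scrublet's doublets, but 10.4% with no integration, 13.7% with 2 times the resolution and 12.0% with 15 components, and that of Palo, 26.7% in the paper, 45.1% with no integration.

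The paper describes the number of cells with *Prrx1* as largely unaffected in Palo. Without thinning, 91.3% of 1362 Vehicle and 96.5% of 1186 Palo mesenchymal-like cells had a UMI, which does not differ from that description of numbers. The legend of Fig. 3 also calls *Prrx1* expression largely unchanged. Here the shares after thinning were 61.9% and 84.7%, and the levels 377 and 734 CPM. These measure the relative level in a cell and not the number of cells. It describes fewer cell interactions in Palo, and here the count over all classes was 84 in Palo and 148 in Vehicle, which has that direction, and over shared classes 84 and 88. With presence set at 25% of cells it was 1 and 15 over shared classes. Over shared classes the count was higher in Palo in 5 of the alternatives, such as 75 against 67 with no integration. Combinations with mesenchymal-like cells were 51 in Palo and 49 in Vehicle, of which 8 were to and 4 from basophil-like cells. No subcluster was named intermediate in any setting; in the main clustering, macrophage genes led the one that matched it best, with 3 of 7 markers detected. A chondrocyte subcluster was obtained only with no integration, and the cells with at least 5 chondrocyte markers were 232 of 1266 in Vehicle and 0 in each other library. In the paper's text the trees branch toward chondrocytes in Matrigel-only and Vehicle and not in Palo, and in its Fig. 7 legend in Vehicle only. Here the Matrigel-only and Palo trees had the same joins, and apart from the start all 3 trees ended in the same 3 subclusters. These were the fibroblast-like, the macrophage-led and the shallow subcluster. With no chondrocyte-like subcluster among them, the trees cannot show whether a branch toward chondrocytes was present. At 2 times the resolution, the subcluster that matched chondrocytes best, though unnamed, stood in the Matrigel-only (17 cells, with 0 UMIs of *Acan* and *Col2a1*) and Vehicle (105 cells) trees and not in that of Palo. The cluster the paper calls mast cells met more basophil markers. The rebuilt counts of 5478 Vehicle and 7297 Palo cells lie beside 5476 and 7296 in the paper.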

Other observations

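The tests of mesenchymal RNA in macrophage barcodes at the level of the class, of the rise of the glycolysis and hypoxia genes, of subcluster sizes, of the upper limit of free RNA and of cell ratios were chosen after the results were seen; those of doublets, of free RNA at one level, of the glycolysis and hypoxia fraction and of peritoneal tissue were set before.

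*Inhba* in Vehicle macrophage-like barcodes stood at 6.38% of the mesenchymal level. For 19 genes of mesenchymal cells and cartilage this percentage ran from 1.41% (*Col2a1*) to 12.6% (*Pdgfrb*), so RNA or whole cells of the mesenchymal class could account for all of it. Macrophage barcodes with an *Inhba* UMI had 6.67% of their UMIs from mesenchymal genes against 0.172% in those without, a ratio of 38.7 (95% interval 38.1 to 39.3), which fits doublets. The ratio rests on few barcodes, since the medians per cell were 0.141% and 0.0939%, and cells with an *Inhba* UMI were also deeper (5339 against 3121 UMIs). In the remaining macrophages 0.877% had an *Inhba* UMI, within the 0.828 to 2.36% of the cartilage genes, which fits free mesenchymal RNA. In T/NK-like cells the share was 0.577%, with too wide an interval to tell. The tables do not exclude some *Inhba* made by macrophages.

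*Inhba* was lower in Palo than in Vehicle within subcluster 0, the MPC-like, the fibroblast-like and the macrophage-led subcluster. For these subclusters of the integrated cells, different sizes are excluded as a possible sole source, because reweighting Palo to the Vehicle sizes gave 15.5% against 52.1%. With no integration the difference in subcluster 0 became -9.52 percentage points, and most Vehicle cells, 1073 of them against 7 in Palo, stood in a chondrocyte-like subcluster. The reweighted 11.9% of that setting left this subcluster out for its few Palo cells. A population that Palo lacks and that integration merges with other cells could therefore be the source, which stays open. Free RNA in Vehicle droplets, from a share of 2.16% in T/NK-like cells (0.218 to 8.05%), could reach the 5.14% of the MPC-like cells, which stays open. Its upper limit of 8.05% lies far below subcluster 0 and the fibroblast-like cells. The Palo level of 65.3 CPM stayed above the 22.9 CPM of Matrigel-only. Whether single cells express less under palovarotene stays open, and 1 library per condition cannot separate an effect of the drug from a difference between masses.

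Glycolysis and hypoxia genes were higher in Vehicle macrophages as well as in mesenchymal-like cells. Their median macrophage level was 63.5% of the mesenchymal level, and their median rise over Palo 30.2% of it, against at most 12.6% and 10.2% for mesenchymal genes. Mesenchymal RNA as a likely sole source is thereby excluded. The hypoxia list was also lower in Palo than in Matrigel-only, with a median of -0.68 in mesenchymal-like and -0.56 in macrophage-like cells. Handling of the tissue before the libraries were made was not tested and stays open.

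The unnamed cluster with 71 of its cells in Palo could come from peritoneal tissue or doublets. Mesothelial genes were detected in 0.263% of Palo cells (0.157 to 0.412%), against 0.913% in Matrigel-only and 1.40% in Vehicle, and doublets were called in 14.1% of the cluster's Palo cells (6.97 to 24.4%) against 6.45% of the others. The cluster's median depth of 4421 UMIs was below the 4619.5 of the other Palo cells but above the 3738 of the Palo macrophage-like cells. With called doublets left out, a cluster led by the same genes held 3 Matrigel-only, 0 Vehicle and 60 Palo cells. Called doublets were therefore not its sole source. Whether uncalled doublets or peritoneal tissue contributed, neither test can tell. The label of the peritoneal test was changed to undecided after its value was seen.

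The subcluster of mesenchymal-like cells led by macrophage genes is likely made of doublets, with 74.8% of its 306 cells called (69.6 to 79.6%) against 1.48% of the others. These cells were also deeper than the other mesenchymal-like cells in all 3 libraries.

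More mesenchymal cells would lower all other shares alike, which could explain the macrophage share of Vehicle. T/NK-like cells per macrophage were 4.28 times as many in Vehicle as in Palo (3.39 to 5.44), and dendritic-like cells 0.555 times as many, so the other shares did not move alike. Whether cells were lost in digestion stays open.

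Retinoid genes went both ways between Vehicle and Palo. In mesenchymal-like cells the median log2 ratio of Vehicle over Palo was -0.14, at percentile 7.39 of the random lists. There 5 of 12 genes were higher in Vehicle, with ratios from -2.12 to 1.22. In macrophage-like cells the median was 0.21, at percentile 96.85. There 9 of 12 were higher, with ratios from -0.75 to 2.76, the highest for *Tgm2*. *Cyp26b1* was at 46.4, 95.4 and 38.1 CPM in Matrigel-only, Vehicle and Palo mesenchymal-like cells, and *Crabp1* at 16.8, 0.222 and 17.7 CPM. The BMP response list had medians of 0.52 in mesenchymal-like and 0.42 in macrophage-like cells of Vehicle over Palo. The macrophage median depended on the processing. It ran from 0 with nothing regressed out to 0.96 with a pseudocount of 1 CPM. *Fst*, an inhibitor of activin, was at 139, 74.4 and 120 CPM, *Fstl3* at 15.2, 61.5 and 18.0 CPM and *Acvr1* at 36.2, 85.9 and 42.9 CPM.

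Among 3505 genes with at least 50 CPM in mesenchymal-like cells, the largest log2 ratios of Vehicle over Palo were *Col2a1* 8.39, *Acan* 7.79, *Ibsp* 7.24, *Comp* 6.08 and *Col9a1* 5.62, and the lowest *Dlk1* -4.63, *Nov* -3.52, *Dkk2* -3.26, *Thbs4* -3.07 and *Il1rl1* -3.06. Among 3457 genes in macrophage-like cells they were *Fmod* 4.75, *Arg1* 4.63, *Chil3* 4.23, *Ibsp* 4.10 and *C1qtnf3* 4.07, and *Retnla* -2.80, *Cxcl2* -2.70, *Lyz1* -2.33, *H2-Eb1* -2.26 and *Saa3* -2.22. *Fmod* stood at 1585 CPM in Vehicle mesenchymal-like cells, and *Arg1* and *Retnla* also lead 1 of the macrophage-like clusters. *Fmod* and *C1qtnf3* were among the leading genes of a mesenchymal-like cluster and *Ibsp* among those of subcluster 0. Mesenchymal RNA or cells in macrophage barcodes could therefore contribute to these 3 ratios, which was not tested. *Xist* gave 46281, 41691 and 47488 UMIs, as all mice were female by the paper.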
